# Plant stem cell maintenance involves direct transcriptional repression of differentiation program

**DOI:** 10.1038/msb.2013.8

**Published:** 2013-04-02

**Authors:** Ram Kishor Yadav, Mariano Perales, Jérémy Gruel, Carolyn Ohno, Marcus Heisler, Thomas Girke, Henrik Jönsson, G Venugopala Reddy

**Keywords:** central zone, CLAVATA3, shoot apical meristem, stem cell niche, WUSCHEL

## Abstract

In animal systems, master regulatory transcription factors (TFs) mediate stem cell maintenance through a direct transcriptional repression of differentiation promoting TFs. Whether similar mechanisms operate in plants is not known. In plants, shoot apical meristems serve as reservoirs of stem cells that provide cells for all above ground organs. WUSCHEL, a homeodomain TF produced in cells of the niche, migrates into adjacent cells where it specifies stem cells. Through high-resolution genomic analysis, we show that WUSCHEL represses a large number of genes that are expressed in differentiating cells including a group of differentiation promoting TFs involved in leaf development. We show that WUS directly binds to the regulatory regions of differentiation promoting TFs; *KANADI1*, *KANADI2*, *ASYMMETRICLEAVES2* and *YABBY3* to repress their expression. Predictions from a computational model, supported by live imaging, reveal that WUS-mediated repression prevents premature differentiation of stem cell progenitors, being part of a minimal regulatory network for meristem maintenance. Our work shows that direct transcriptional repression of differentiation promoting TFs is an evolutionarily conserved logic for stem cell regulation.

## Introduction

Genome-wide expression analysis and chromatin immunoprecipitation (ChIP) assays in both mice and human embryonic stem (ES) cells have shown that a core group of transcription factors (TFs) represses several differentiation-promoting TFs by directly binding to their promoters (Boyer et al, 2005; Loh et al, 2006). Unlike animal systems, stem cell homeostasis in plant systems does not involve cell behaviors such as physical asymmetric cell divisions, oriented cell divisions and cell migration (Reddy, 2008). For example, the shoot apical meristem (SAM) stem cell niche that resides at the tip of each shoot harbours a set of pluripotent stem cells within the central zone (CZ) and provides cells for the development of all aboveground organs (Figure 1A; Steeves and Sussex, 1989). The progeny of stem cells enters the flanking peripheral zone (PZ) where they differentiate into leaves or flowers (Figure 1A). The Rib-meristem (RM)/organizing center (OC) located beneath the CZ functions as niche and provides cues for stem cell specification (Figure 1A; Mayer et al, 1998). It is believed that regulated patterns of cell division rates of stem cells and their progenitors are important in the timely transition of stem cell progenitors to differentiation pathways (Meyerowitz, 1997). In this context, it is essential to understand the molecular logic that underlies stem cell maintenance in the SAM stem cell niche.

The homeodomain TF WUSCHEL (WUS), which is expressed in the OC/niche, has been shown to be necessary and sufficient for stem cell specification in overlying cells of the CZ (Mayer et al, 1998; Schoof et al, 2000). Besides stem cell specification, WUS restricts its own levels by activating *CLAVATA3 (CLV3)* transcription in the CZ (Figure 1A; Fletcher et al, 1999; Brand et al, 2000). CLV3, a small secreted peptide, activates CLAVATA1 receptor kinase pathway to restrict *WUS* transcription to few cells, thus forming a feedback system (Clark et al, 1997; Ogawa et al, 2008). A recent study has shown that WUS protein synthesized in the niche migrates into adjacent cells and activates *CLV3* transcription by binding to the promoter (Yadav et al, 2011). This study also reveals that the WUS protein gradient extends into the PZ where stem cell progenitors differentiate (Yadav et al, 2011). Understanding of the WUS function in cells of the PZ may reveal molecular logic of stem cell maintenance. Two lines of evidence have suggested that WUS represses differentiation. First, a live imaging study has shown that WUS determines organ primordia size by regulating patterns of differentiation in the PZ (Yadav et al, 2010). Second, genomic analysis has revealed that WUS downregulates genes expressed in leaves including genes that encode components of transcriptional repression complex (Busch et al, 2010). However, the repressed target genes presented do not provide immediate clues to their function in regulating stem cell homeostasis (Busch et al, 2010).

Here, we have developed a WUS-responsive gene network at a higher spatial resolution, which reveals that WUS represses several key TFs implicated in various aspects of leaf differentiation. By employing biochemical methods, we further show that WUS directly binds to the promoter regions of *KANADI1*, *KANADI2*, *YABBY3* and *ASYMMETRIC LEAVES2*, TF encoding genes that are expressed in the PZ and mediate early aspects of leaf differentiation. We develop a cell-based computational model of the SAM by integrating WUS-mediated direct transcriptional repression of differentiation with a CLAVATA/WUSCHEL regulatory network model. The differential equation model predicts that WUS function is required to prevent premature differentiation of stem cell progenitors. We validate model perturbation predictions through transient manipulation of WUS levels followed by live imaging, which shows that WUS-mediated direct transcriptional repression is required to keep differentiation program at a distance from the meristem center/stem cell domain.

## Results

### Development of a high spatial resolution WUS-responsive gene network

To explain the function of WUS in stem cell maintenance, we developed a high-resolution spatial map of the WUS-regulated transcriptome. An earlier study has employed FACS-mediated purification of distinct cell types of the stem cell niche to develop a cell type-specific high-resolution map (Yadav et al, 2009). The method that is based on isolating fluorescently labeled cell populations from SAMs of *apetala1-1;cauliflower1-1* (*ap1-1;cal1-1*) double mutants has been shown to accurately report gene expression patterns and also to be highly sensitive in detecting transcripts of ∼1000 genes that have not been detected, in any developmental stages, when whole tissues were used (Yadav et al, 2009). We introduced a dexamethasone (Dex)-inducible form of *WUS* consisting of the WUS protein-coding region fused to the ligand-binding domain of the rat glucocorticoid receptor (GR), expressed under a ubiquitous promoter (*35S::WUS-GR*) into *apetala1-1;cauliflower1-1 (ap1-1;cal1-1)* double mutant background. *35S::WUS-GR;ap1-1;cal1-1* SAMs that were treated with 10 μM Dex solution for 12 h revealed an increase in stem cell domain as revealed by *CLV3* (a WUS target gene) promoter activity when compared with mock-treated SAMs (Figure 1B and C; Yadav et al, 2011). WUS-mediated activation of *CLV3* was observed as early as 2 hs after Dex application with *CLV3* expression reaching maximum levels by 4 h and saturating by 6 h after Dex application (Figure 1D). Therefore, SAMs were treated with 10 μM Dex solution for 4 h and RNA samples were hybridized to *Arabidopsis* ATH1 gene Chip (Affymetrix). 

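The arrays compared RNA from SAMs of 4-week-old *ap1-1;cal1-1* plants that carry *35S::WUS-GR* and whose apices overproliferate as undifferentiated inflorescence meristems, after Dex and after mock treatment for 4 h. The WUS-GR fusion is made in all cells and enters the nucleus when Dex binds the receptor domain. RNA came from 30 to 35 plants per treatment, and 3 arrays were made for each group. The ATH1 array is a single-colour array on which each gene is read by a set of short probes. The deposited values are the authors' MAS5 signals, an intensity per probe set on a linear scale, with each array scaled so that its mean over all probe sets, after trimming 2% at each end, was 500. The median signal per array was 213 to 226 in mock and 212 to 220 in Dex. Arrays of one group had correlations of log2 signal between 0.957 and 0.985 across probe sets, and no pair of arrays shared a single identical value. The files' labels number the 3 samples of a group but do not say that they came from separate plants, so p-values measure only the spread between these samples, which may be technical. The signals were taken as log2 and compared with limma, in one fit of all 12 arrays, over 22599 loci with 1 probe set each. A gene passed the test at an adjusted p under 0.01 (Benjamini-Hochberg) with at least a 2-fold change, the thresholds of the paper, which were applied there to values normalized by GCRMA. The spread between replicates limits what can be called: its median SD on the log2 scale was 1.25 in the dimmest of 5 brightness groups of probe sets and 0.15 in the brightest. Plants without the transgene treated with Dex were not analysed here, so an effect of Dex itself, if there is one, is not separated from that of WUS.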

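For the question of direct regulation, 6 further arrays compare SAMs treated with Dex and the protein synthesis inhibitor cycloheximide together with SAMs treated with the inhibitor alone, 3 arrays each. A gene that WUS regulates without a newly made intermediate protein can respond to Dex in both pairs of groups. The median signal per array was 218 to 222 with Cyc and 224 to 236 with Dex+Cyc, on the same scale as before. In a principal component analysis of the 13581 brightest probe sets, the first component held 85.1% of the variance and parted the 6 arrays with Cyc (scores of 67.0 to 83.8) from the 6 without (-81.6 to -70.1). The second held 6.12% and parted the 6 arrays with Dex (13.3 to 25.5) from the 6 without (-31.5 to -12.7).

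**Figure D1:**
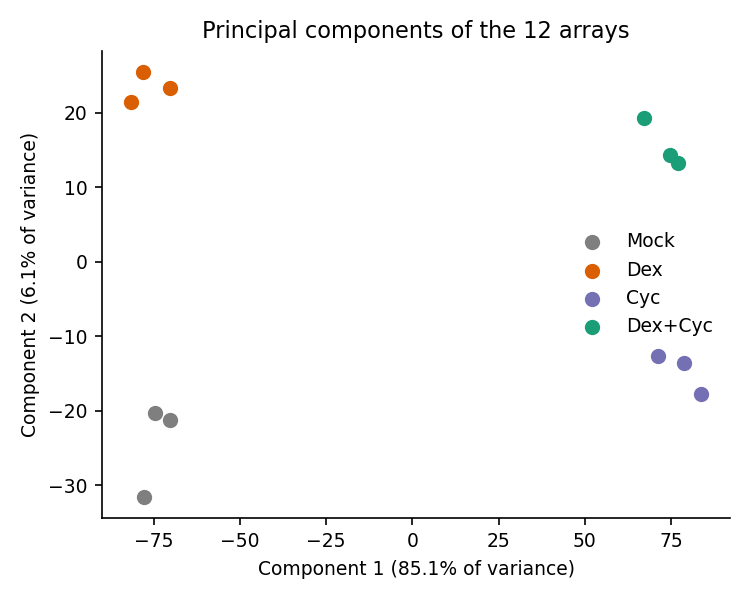
Scores of the 12 arrays on the first and second principal components of log2 signal, 3 arrays per group, with the share of variance of each component on its axis. The arrays with Cyc lie at the right (67.0 to 83.8) and those with Dex at the top (13.3 to 25.5).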

To identify putative genes that are directly regulated by WUS, SAMs were, in independent experiments, simultaneously treated with 10 μM Dex and 10 μM Cycloheximide (Cyc), protein synthesis inhibitor and Cyc alone for 4 h. A comparison of Dex-treated samples with mock identified 641 genes as differentially expressed (DEGs) (⩾/⩽2-fold; *P*<0.01), which consisted of 238 upregulated genes and 403 downregulated genes (Supplementary Tables 1 and 2). 

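Behind *CLV3*, the largest increases after Dex among genes with a symbol were those of *COR15B* and *COR15A*, which encode cold-regulated chloroplast proteins. *COR15B* rose from a signal of 168 ± 24.1 (SD, n = 3) in mock to 1347 ± 386 (SD, n = 3) in Dex, a log2 fold change of 2.97 (standard error 0.23, adjusted p = 0.000514 from limma). *COR15A* rose by 2.94 on the log2 scale (standard error 0.34, adjusted p = 0.00232). The dehydration-responsive TF genes *RD26* and *DREB2A* rose by 2.25 (standard error 0.23) and 1.95 (standard error 0.22) and *LBD37*, a LATERAL ORGAN BOUNDARIES-domain gene, by 1.98 (standard error 0.15), and the protein kinase gene *SR1* rose too (standard error 0.14). *ZCF37*, the carbonic anhydrase gene *BCA3* and *PDS1* rose by 2.85, 2.05 and 1.99.
Among the genes that fell were regulators of the meristem itself. *FAF3* and *FAF2*, of a family that influences meristem size, fell, with log2 fold changes of -2.70 (standard error 0.29, adjusted p = 0.00211) and -2.47 (standard error 0.33, adjusted p = 0.0042). *HAM4*, a HAIRY MERISTEM gene of the GRAS family, fell from 103 ± 14.7 (SD, n = 3) to 15.9 ± 1.06 (SD, n = 3), a log2 fold change of -2.69 (standard error 0.14, adjusted p = 0.000118 from limma). Its signal in Dex is dim, which leaves the size of this fall uncertain. *NPY4*, of a family that acts in auxin-dependent organ formation, fell by 3.45 (standard error 0.34), to a dim mean signal of 6.41. *CYP96A4*, the trehalose phosphatase gene *TPPD*, the inositol synthesis gene *MIPS3*, the cell wall gene *XTH32* and the transporter gene *ABCG4* fell by 2.26, 2.03, 1.98, 1.95 and 1.94. In each of these genes all 3 Dex arrays lay on one side of all 3 mock arrays, which was a condition for naming them.
In total, 102 loci were higher and 165 lower at the paper's thresholds, and 4361 had an unadjusted p under 0.05. The 3 Dex arrays lay apart from the 3 mock arrays at 25.4% of the loci, against 10% by chance. The count of 267 became 81, 194 and 94 without Mock replicates 1, 2 and 3 and 138, 125 and 44 without Dex replicates 1, 2 and 3, and it was 423 without the dimmest 40% of probe sets, 461 with a variance trend and robust shrinkage, 552 at an adjusted p under 0.05 and 119 when limma tested for a change above 1.2-fold. None passed in limma with only the 6 arrays of the comparison in the fit (3748 at an unadjusted p under 0.05). Of the 20 genes with a symbol and the largest changes, 8, 3 and 8 lost their call without Mock replicates 1, 2 and 3 and 7, 7 and 14 without Dex replicates 1, 2 and 3, at adjusted p up to 0.0276, while those of *COR15B*, *SR1*, *LBD37*, *NPY4*, *HAM4* and *ABCG4* held without each. The calls of *ZCF37* and *BCA3*, at mock signals of 6.04 and 14.4, ended with log2(value + 32), and those of *BCA3*, *TPPD* and *MIPS3* when limma tested for a change above 1.2-fold.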

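With Cyc present, *DOG1*, a regulator of seed dormancy, rose from a signal of 45.3 ± 11.2 (SD, n = 3) in Cyc to 153 ± 14.2 (SD, n = 3) in Dex+Cyc, a log2 fold change of 1.79 (standard error 0.19, adjusted p = 0.00716 from limma). The annexin gene *ANNAT4* rose by 1.78 (standard error 0.20). More genes fell. *YSL1*, a metal-nicotianamine transporter gene, and *ZIFL1*, another transporter gene, fell, with log2 fold changes of -1.65 (standard error 0.14) and -1.60 (standard error 0.18). *FMO*, the defensin-like gene *LCR67*, the nitrilase gene *NIT4* and the TF gene *RAP2.2* fell, with log2 fold changes of -1.75, -1.55, -1.52 and -1.12, as did *E13L3* and *DIR1*, which acts in systemic resistance. These genes were named on condition that the 3 Dex+Cyc arrays lay on one side of the 3 Cyc arrays. Over all loci this was so at 21.1%, against 10% by chance.
At the thresholds of the paper, 3 loci were higher and 21 lower in Dex+Cyc than in Cyc, and 3109 of the 22599 tested had an unadjusted p under 0.05. At an adjusted p under 0.05 without a fold threshold, 140 were higher and 218 lower. The count of 24 became 3, 4 and 0 without Cyc replicates 1, 2 and 3 and 0, 3 and 0 without Dex+Cyc replicates 1, 2 and 3 (2442 to 2724 at an unadjusted p under 0.05 where it was 0), and of the 12 genes with a symbol and the largest changes, 10, 11 and 12 lost their call without the Cyc replicates and 12, 11 and 12 without the Dex+Cyc replicates, at adjusted p up to 0.0414. The call of *RAP2.2* also ended with quantile normalization, and limma called 0 with only the 6 arrays of the comparison (3025 at an unadjusted p under 0.05) and 1 when it tested for a change above 1.2-fold. The count rose to 137 with log2(value + 32), 155 without the dimmest 40% of probe sets, 172 with a variance trend and robust shrinkage, 80 with array weights and 186 at an adjusted p under 0.05.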

While a comparison of Dex+Cyc with Cyc identified 457 genes as DEGs (⩾/⩽2-fold; *P*<0.01), which consisted of 154 upregulated genes and 303 downregulated genes (Supplementary Tables 1 and 3). Next, we compared the overlap between genes that respond to WUS upon Dex treatment alone with Dex+Cyc treatment by constructing a four-way Venn diagram (Supplementary Figure 1). This analysis revealed a set of 49 upregulated genes and 140 downregulated genes that were common to both treatment conditions (Supplementary Figure 1).

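Genes that responded to Dex alone mostly moved the same way in the presence of Cyc. Of the 102 loci higher in Dex than in mock, 93 (91.2%) were also on the higher side in Dex+Cyc against Cyc, with a median log2 fold change of 1.45 in the first comparison and 0.70 in the second. Of the 165 lower loci, 159 (96.4%) were on the lower side with Cyc, at medians of -1.37 and -0.79. In the other direction, 20 of the 21 loci lower with Cyc were on the lower side without it, at medians of -1.43 and -1.04. *FMO*, one of these 20, had a log2 fold change of -0.96 without Cyc (standard error 0.21, adjusted p = 0.0307, all 3 Dex arrays below all 3 mock arrays). The exception, *LCR67*, was at 80.7 ± 17.7 (SD, n = 3) in mock, 85.8 ± 6.06 (SD, n = 3) in Dex and 3759 ± 340 (SD, n = 3) in Cyc. Loci chosen for a large change in one comparison tend to show a smaller one elsewhere, so these medians alone do not measure a difference between the treatments. A test of that difference passed at 2 of 22599 loci (1864 at an unadjusted p under 0.05 in limma), and of the 263 loci that passed in 1 comparison and not in the other, 6 had an adjusted p under 0.05 for it. The count of 2 was 0 in limma without Mock replicate 2, Dex replicate 1, Cyc replicate 1 or 2 or Dex+Cyc replicate 3 (1643 to 2181 at an unadjusted p under 0.05), 1 without Mock replicate 3 or Dex replicate 2 or 3, 5 without the dimmest 40% of probe sets (neither locus among them), 13 with a variance trend and robust shrinkage (1 of the 2 among them), 6 at an adjusted p under 0.05 and 0 with log2(value + 32) (2058 at an unadjusted p under 0.05).

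**Figure D2:**
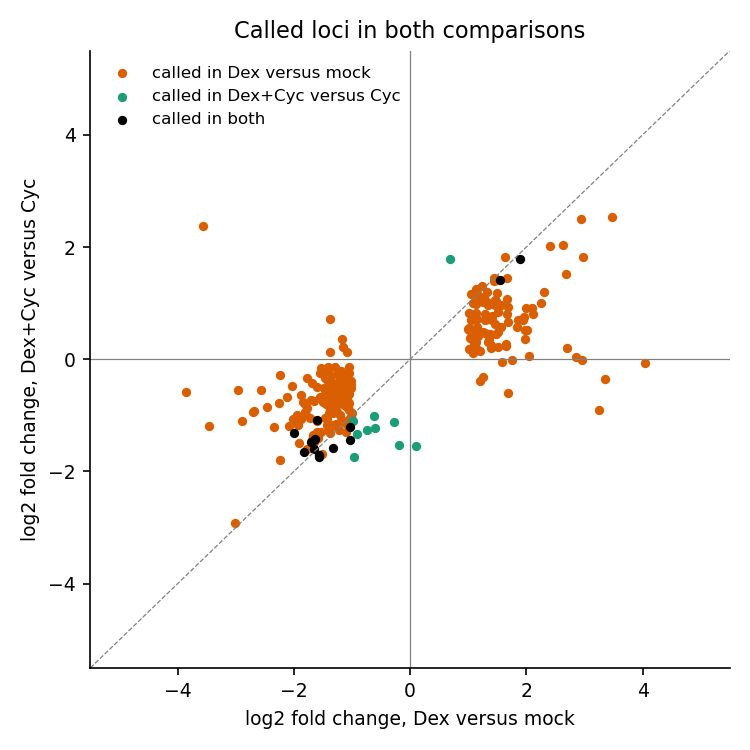
Log2 fold change in Dex versus mock (x axis) against log2 fold change in Dex+Cyc versus Cyc (y axis), 1 point per locus that passed in at least 1 comparison; the dashed line marks equal changes. Most points lie in the quadrants of equal sign. For loci called in Dex versus mock the median change was smaller in size with Cyc (0.70 against 1.45 for higher loci, -0.79 against -1.37 for lower loci). Some, such as *PAP2*, lie beyond the dashed line.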

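Both treatments upregulated *DOG1* and *AT1G79520* and downregulated 12 loci. *YSL1* fell by 1.82 on the log2 scale without Cyc (standard error 0.14), *ZIFL1* by 1.65 (standard error 0.18) and *NIK2*, a receptor-like kinase gene, by 1.61 (standard error 0.12). Others were *BHLH093*, *E13L3*, *AT5G22580*, *AT1G25530*, *AT3G16180*, *AT1G76520* and *AT1G44760*. *DOG1* had a log2 fold change of 1.89 (standard error 0.19) without Cyc and *AT1G79520* changes of 1.55 (standard error 0.14) without and 1.41 (standard error 0.14) with it. Lists of these lengths drawn independently from the loci tested would share 0.0135 higher and 0.153 lower loci (Fisher's exact test, two-sided, p = 6.03e-05 and 4.24e-21, over loci, which are not independent replicates), and no locus passed in opposite directions. The 2 comparisons have no array in common but use the same variance for each locus, which favours loci of low variance in both, so independent draws are not the value without an effect. The shared count of 14 was 2, 4 and 1 without Mock replicates 1, 2 and 3, 7, 1 and 1 without the Dex replicates, 3, 2 and 0 without the Cyc replicates and 0, 1 and 0 without the Dex+Cyc replicates, and 57 with log2(value + 32), 89 without the dimmest 40% of probe sets, 98 with a variance trend and robust shrinkage, 45 with array weights and 95 at an adjusted p under 0.05. It was 1 when limma tested for a change above 1.2-fold and 0 with only the 6 arrays of each comparison.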

### WUS represses a group of differentiation promoting TFs

To determine the role of WUS-responsive genes, we mapped their patterns of expression on the various sub-domains of the SAM. An earlier study has shown that 2361 genes are differentially expressed (⩾2-fold; *P*>0.01) across three cell types including the CZ, the RM and the PZ (Yadav et al, 2009). To visualize the spatial distribution of WUS-responsive genes, we superimposed DEGs on to the cell type-specific gene expression map. In all, 17% (40 genes out of 238) transcripts activated by WUS in Dex versus mock comparison (⩾2-fold; *P*>0.01) were mapped to the CZ and the RM while only 5% transcripts (11 genes) were found in the PZ cells (Figure 2A; Supplementary Table 1). An opposite trend was observed for genes that were downregulated wherein 38% (152 genes out of 403) (⩽2-fold difference; *P*>0.01) transcripts were either mapped to the PZ or their expression was detected in both the PZ and the RM. Only 10% (42 genes) were found in the CZ and the RM (Figure 2B; see Supplementary Table 1), showing that WUS represses a large group of genes expressed in differentiating cells. The genes that were not mapped to any of the three cell types may be broadly expressed in SAMs. Alternately, the resolution of the expression map that involves just three cell types may be limited to resolve genes enriched in individual cell layers of the SAM since *CLV3* expression domain overlaps with that of WUS (Yadav et al, 2009). In Dex+Cyc versus Cyc comparison, 17% (26 genes out of 154) WUS-activated genes mapped to the CZ and the RM while only 8% (12 genes) were part of the PZ cells (Figure 2C; Supplementary Table 1). Among 303 downregulated genes, only 11% (33 genes) were mapped to the CZ and the RM while 29% (87 genes) of them were either part of the PZ or their expression was detected in both the PZ and the RM (Figure 2D; Supplementary Table 1). Activation of *CLV3* and repression of *ARABIDOPSIS RESPONSE REGULATOR 7* and *15* were observed in the presence of Cyc (Supplementary Table 1), which is consistent with them being direct transcriptional targets of WUS (Leibfried et al, 2005; Zhao et al, 2010; Yadav et al, 2011). 

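*CLV3*, which encodes the peptide that restricts WUS expression, rose from a signal of 85.9 ± 37.2 (SD, n = 3) in mock to 912 ± 157 (SD, n = 3) in Dex, a log2 fold change of 3.48 (standard error 0.40, adjusted p = 0.00234 from limma). With Cyc its signal was 101 ± 44.2 (SD, n = 3) and with Dex+Cyc 546 ± 92.5 (SD, n = 3), a log2 fold change of 2.53 (standard error 0.40, adjusted p = 0.0214 from limma), which missed the 0.01 threshold although all 3 Dex+Cyc arrays lay above all 3 Cyc arrays. *ARR7*, a type-A response regulator gene that dampens cytokinin signaling, fell from 1761 ± 197 (SD, n = 3) to 593 ± 169 (SD, n = 3) without Cyc, a log2 fold change of -1.60 (standard error 0.23, adjusted p = 0.0055 from limma). With Cyc the signal of *ARR7* was 6450 ± 1099 (SD, n = 3), and with Dex+Cyc it was 4604 ± 756 (SD, n = 3), a log2 fold change of -0.49 (standard error 0.23, adjusted p = 0.397 from limma), with all 3 Dex+Cyc arrays below all 3 Cyc arrays. *ARR15*, a related gene, had log2 fold changes of -1.71 (standard error 0.43, adjusted p = 0.0549 from limma, all 3 Dex arrays below all 3 mock arrays) without Cyc and -0.40 (standard error 0.43, adjusted p = 0.775, arrays overlapping) with it. The log2 fold changes with and without Cyc differed by -0.95 (standard error 0.57) for *CLV3*, 1.12 (standard error 0.32) for *ARR7* and 1.31 (standard error 0.61) for *ARR15*. For no gene of the 3 did this difference pass the test in limma (adjusted p = 0.727, 0.383 and 0.635), which does not show that the effects were equal.
Without Cyc, the call of *CLV3* ended without Mock replicate 1 or 3 or Dex replicate 2 or 3 (adjusted p 0.0106 to 0.0143) and that of *ARR7* without each array other than Dex replicate 2 (0.0122 to 0.0251) and when limma tested for a change above 1.2-fold. From the activation of *CLV3* and the repression of *ARR7* and *ARR15* that it observed in the presence of Cyc, and with reference to earlier studies, the paper proposes that the 3 genes are direct transcriptional targets of WUS.

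**Figure D3:**
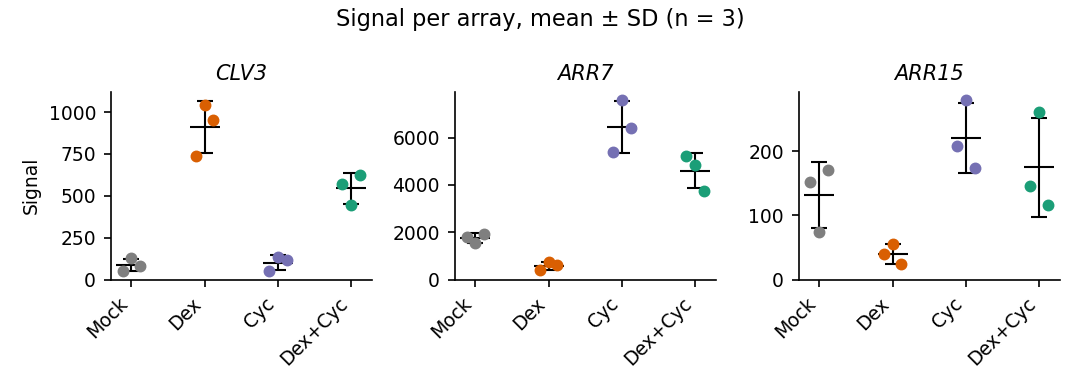
MAS5 signal of *CLV3*, *ARR7* and *ARR15* on each array by treatment; points are arrays, and the horizontal bars and whiskers are the mean and SD (n = 3). *CLV3* is higher with Dex in both pairs of groups, and *ARR7* lies between 593 in Dex and 6450 in Cyc on average.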

To exclude artifacts, if any, from *ap1-1;cal1-1* SAMs, we re-analyzed a select set of genes identified in the microarray experiments by performing qRT–PCR analysis on RNA samples extracted from finely dissected wild-type SAMs expressing *35S::WUS:GR*. This analysis showed that all six of the activated targets tested including *CLV3* were activated within 4 h of WUS induction in both the absence and the presence of Cyc (Figure 2E and F). A similar agreement between microarray analysis and qRT–PCR analysis was observed for 14 of the repressed targets analyzed in both the absence and the presence of Cyc (Figure 2G and H). Taken together, these results reveal that a majority of WUS-activated genes are broadly expressed within the central parts of SAMs and that WUS represses a large group of genes expressed in the PZ. A similar trend was observed in Cyc-treated SAMs, suggesting that WUS may repress genes expressed in differentiating cells of the PZ through a direct transcriptional control.

Among genes downregulated in the presence of Cyc, 37 were annotated as TFs (Supplementary Table 1). 

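Of the 38 loci that Supplementary Table 4 gives under transcription factor activity among the genes downregulated with Cyc, all 38 had a lower mean signal in Dex+Cyc than in Cyc, 17 of them by at least 2-fold, and 16 had an adjusted p under 0.05 (34 when adjusted over the list alone). *BHLH093* and *RAP2.2* fell at the paper's thresholds. The TF gene *AT3G54390* was at 157 ± 10.5 (SD, n = 3) in Cyc and 82.8 ± 6.95 (SD, n = 3) in Dex+Cyc, a log2 fold change of -0.92 (standard error 0.10, adjusted p = 0.00716 from limma), just under 2-fold, and *HAM4* had a log2 fold change of -0.92 (standard error 0.14, adjusted p = 0.0197). The 38 log2 fold changes ran from -2.18 to -0.36, with a median of -0.93. Without Cyc, 34 of the 38 were lower in Dex than in mock, with 25 at an adjusted p under 0.05 (30 when adjusted over the list alone), among them *AtbZIP44*, *AtHB13* and *bHLH115*. The authors chose these loci from the same arrays, so the counts are not independent evidence of their direction.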

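The leaf polarity gene *KAN2* fell from a signal of 867 ± 91.9 (SD, n = 3) in mock to 334 ± 29.0 (SD, n = 3) in Dex, a log2 fold change of -1.37 (standard error 0.13, adjusted p = 0.00136 from limma), and with Cyc its log2 fold change was -0.84 (standard error 0.13, adjusted p = 0.0191). *KAN1*, which like *KAN2* promotes abaxial identity, had log2 fold changes of -1.65 (standard error 0.36, adjusted p = 0.0305) without and -1.51 (standard error 0.36, adjusted p = 0.0838) with Cyc. For *YAB3*, of the abaxial YABBY family, they were -1.04 (standard error 0.21, adjusted p = 0.0214) and -0.87 (standard error 0.21, adjusted p = 0.0838). In these 3 genes every Dex array lay below every control array in both comparisons. *AS2*, which represses *KNOX* genes in leaf primordia, was dim, at 59.4 ± 20.7 (SD, n = 3) in mock and 31.5 ± 22.9 (SD, n = 3) in Dex (adjusted p = 0.219, arrays overlapping), and had a log2 fold change of -0.91 with Cyc (standard error 0.44, adjusted p = 0.417, arrays apart).
A list of 18 organ polarity genes was made before the data were examined but after the paper and its supplementary tables had been read. Of these, 7 could be tested: *KAN2*, *KAN3*, *FIL* (*AFO*), *YAB3*, *YAB5*, *PHV* and *AGO7*. All 7 had negative log2 fold changes after Dex, 5 at an adjusted p under 0.05 (7 when adjusted over the list alone), with a median of -1.01. As a group they lay lower than other genes (camera, adjusted p = 6.38e-08, and adjusted p = 0.00189 with the correlation between genes estimated from the data). *AGO7*, needed for the small RNAs that restrict abaxial *ARF* genes, had the most negative value, a log2 fold change of -1.72 (standard error 0.29, adjusted p = 0.0103). With Cyc all 7 were again negative, 1 at an adjusted p under 0.05 (2 when adjusted over the list alone), with a median of -0.50. The adjusted p of the group from camera was 9.24e-05, and 0.0113 with an estimated correlation. The paper's findings were known when the list was made, and it names *KAN2* and *YAB3* from these samples. The list is therefore not independent of the paper.

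**Figure D4:**
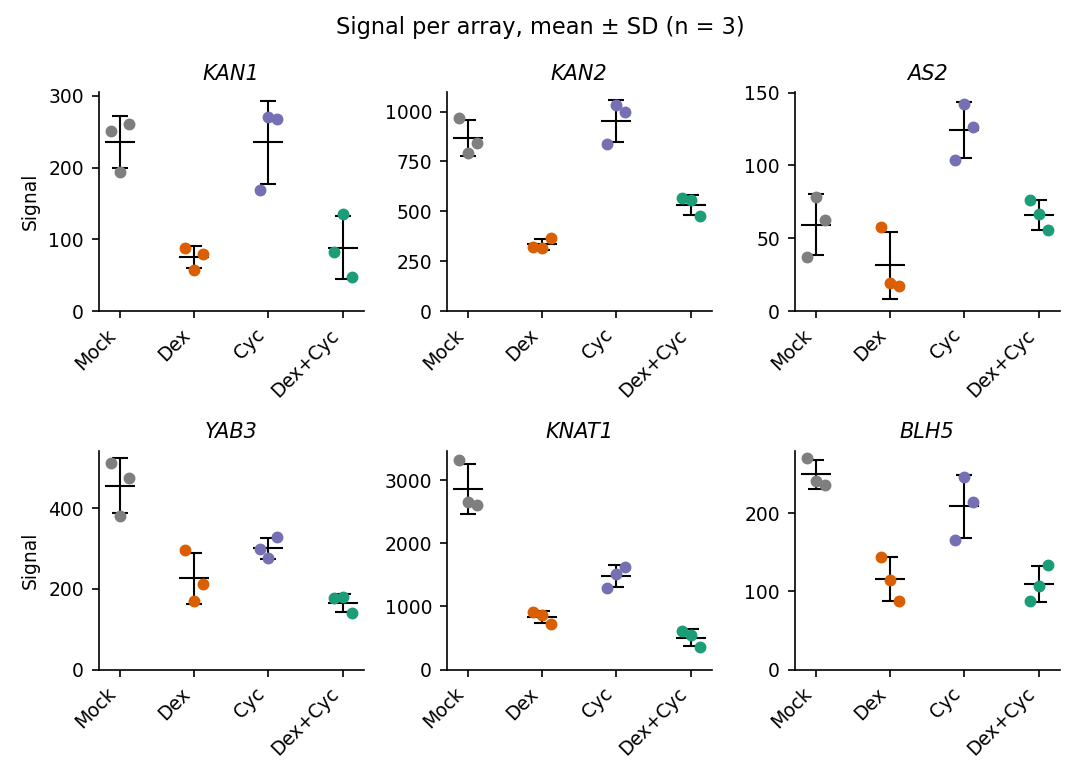
MAS5 signal of *KAN1*, *KAN2*, *AS2*, *YAB3*, *KNAT1* and *BLH5* on each array by treatment; points are arrays, and bars and whiskers are the mean and SD (n = 3). Each mean is lower with Dex than in its control, and the arrays of *AS2* in mock and Dex overlap.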

The repressed TFs included key TFs implicated in leaf polarity establishment and differentiation such as *KANADI 1* and *2* (*KAN1* and *KAN2*) (Kerstetter et al, 2001), *ASYMMETRIC LEAVES 2* (*AS2*) (Lin et al, 2003) and *YABBY 3* (*YAB3*) (Kumaran et al, 2002; Figure 2G and H). Genes encoding homeodomain TFs, *KNAT1/BREVIPEDICELLUS (BP)* (Figure 2G and H) and *BLH5 (BELL1-LIKE HOMEODOMAIN 5)*, that have been shown to be expressed in the PZ and the RM of SAMs, and implicated in cell fate specification and inflorescence stem growth were also repressed by WUS (Lincoln et al, 1994; Douglas et al, 2002; Venglat et al, 2002; Bhatt et al, 2004; Rutjens et al, 2009). This apart, WUS represses *BHLH093*, a FAMA class of basic helix-loop-helix TF required to promote differentiation of stomatal guard cells of leaves (Ohashi-Ito and Bergmann, 2006) *ANAC083/VND-INTERACTING 2* (Yamaguchi et al, 2010), C2C2 domain-DOF Zinc Finger TF-*DOF2.4* and *AT4G24060* implicated in vascular development in leaves (Gardiner et al, 2010). 

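*KNAT1*, a class I *KNOX* gene, fell from a signal of 2860 ± 399 (SD, n = 3) in mock to 836 ± 96.5 (SD, n = 3) in Dex, a log2 fold change of -1.77 (standard error 0.21, adjusted p = 0.00236 from limma). With Cyc it was 1481 ± 171 (SD, n = 3), and with Dex+Cyc 503 ± 134 (SD, n = 3), a log2 fold change of -1.59 (standard error 0.21, adjusted p = 0.0122 from limma). *BLH5* had log2 fold changes of -1.14 without Cyc (standard error 0.22, adjusted p = 0.0201) and -0.93 with it (standard error 0.22, adjusted p = 0.0846). In both genes every array with Dex lay below every control array. The call of *KNAT1* ended without Mock replicate 1 or 3 or Dex replicate 2 or 3 (adjusted p 0.0104 to 0.0148).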

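*BHLH093* fell in both comparisons, from 2462 ± 236 (SD, n = 3) to 983 ± 68.3 (SD, n = 3) without Cyc, a log2 fold change of -1.32 (standard error 0.16, adjusted p = 0.00286 from limma), and from 1082 ± 178 (SD, n = 3) to 363 ± 68.7 (SD, n = 3) with Cyc, a log2 fold change of -1.58 (standard error 0.16, adjusted p = 0.00716 from limma). *ANAC083*, whose protein binds the xylem regulator VND7, had log2 fold changes of -0.81 (standard error 0.20, adjusted p = 0.0467) without and -0.66 (standard error 0.20, adjusted p = 0.153) with Cyc. The DOF genes *DOF2.4* and *AT4G24060* had log2 fold changes of -1.14 (standard error 0.27, adjusted p = 0.0455) and -1.05 (standard error 0.19, adjusted p = 0.0131) without Cyc. With Cyc, *DOF2.4* had a log2 fold change of -0.74 (standard error 0.27, adjusted p = 0.263) and *AT4G24060* one of -0.98 (standard error 0.19, adjusted p = 0.0392). All arrays with Dex lay below all control arrays in each of these genes and comparisons.
Of 17 vascular genes, listed before the data were examined but after the paper had been read, 6 could be tested. All 6 had negative log2 fold changes after Dex without Cyc, 2 at an adjusted p under 0.05 (2 when adjusted over the list alone). These were *ANAC083* and *CLE41*, the gene of a phloem-derived peptide that keeps the cambium dividing, with a log2 fold change of -1.34 (standard error 0.27, adjusted p = 0.0235); the paper names *ANAC083* from these arrays, so it is not independent evidence. The xylem cellulose synthase gene *IRX3* and *ACL5* had log2 fold changes of -0.28 and -0.20. The list lay lower as a group (camera, adjusted p = 0.0173, median -0.24), with adjusted p = 0.061 with an estimated correlation. With Cyc it did not (camera, adjusted p = 0.133), although it did once the members named only by the study's own lists were added (0.0321). Of the 6, none had an adjusted p under 0.05 with Cyc in limma, 2 had an unadjusted p under 0.05 and 1 passed when adjusted over the list alone. The calls of *BHLH093* ended without each of the 6 arrays of either comparison (adjusted p 0.0104 to 0.0161 without and 0.0143 to 0.039 with Cyc) and, with Cyc, when limma tested for a change above 1.2-fold.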

The repressed genes also included *SCARECROW (SCR)* that encodes GRAS-domain TF and *GROWTH-REGULATING FACTOR 6 (GRF6)*, both are involved in leaf growth (Kim et al, 2003; Dhondt et al, 2010). 

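*GRF6* fell from a signal of 649 ± 112 (SD, n = 3) in mock to 129 ± 30.4 (SD, n = 3) in Dex, a log2 fold change of -2.34 (standard error 0.33, adjusted p = 0.00511 from limma), and had a log2 fold change of -1.21 with Cyc (standard error 0.33, adjusted p = 0.122), with every array with Dex below every control array in both comparisons. *SCR* was not analysed here, since no probe set is paired with it in the tables used. Of 26 organ growth genes, listed before the data were examined but after the paper had been read, 5 could be tested. With Cyc all 5 had negative log2 fold changes and the list lay lower as a group (camera, adjusted p = 0.0104, and adjusted p = 0.0481 with an estimated correlation, median -0.47). *UFO*, a floral meristem gene, was at an adjusted p under 0.05 (2 members when adjusted over the list alone). *UFO* is a gene of Fig. 2G, which the authors picked from these arrays, so the list is not fully independent of the paper. The other was *AN3* (*GIF1*), the gene of a GRF coactivator, at -0.47 (standard error 0.12, adjusted p = 0.114). *JAG*, *NUB* and *TCP24* were at -0.38 (standard error 1.28), -0.75 (standard error 0.95) and -0.23 (standard error 0.29), so the signs of these members are uncertain. Without Cyc 1 member was lower at an adjusted p under 0.05 (2 when adjusted over the list alone) and the list was not called (camera, adjusted p = 0.0792, median -0.39). It was called without Mock replicate 2 (adjusted p = 0.0385), without Dex replicate 2 (0.045) and without the dimmest 40% of probe sets (0.0309). It was also called with the members named only by the study's own lists (0.00993), and the range over all alternatives was 0.00993 to 0.239. The call of *GRF6* without Cyc ended without each of the 6 arrays of the comparison (adjusted p 0.0131 to 0.0251) and when limma tested for a change above 1.2-fold.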

We analyzed the RNA localization patterns of a select set of differentiation promoting TFs repressed by WUS (Supplementary Figure 2). Expression of *KAN1*, *KAN2* and *AS2* was restricted to few cells of the PZ of both SAMs (Supplementary Figure 2A–C) and floral meristems (Supplementary Figure 2D–F). Taken together, our results show that WUS represses a group of differentiation promoting TFs thus excluding them from stem cells of the CZ.

### WUS represses differentiation promoting TFs by binding to their regulatory regions

Next, we tested whether WUS directly binds to the regulatory regions of repressed TFs by performing ChIP coupled to qPCR analysis (ChIP-qPCR) by using anti-WUS (peptide)-antibodies described in an earlier study (Yadav et al, 2011). We obtained immunoprecipitated DNA that was enriched in specific genomic regions of *KAN1, KAN2, AS2* and *YAB3* genes (Figure 3A–D). We used electrophoretic mobility shift assays (EMSAs) for fine mapping of WUS binding sites within these genomic regions by testing a series of short oligonucleotides for their ability to bind to WUS (Figure 3E). DNA sequences of *KAN1, KAN2, AS2* and *YAB3* that bound WUS revealed the presence of conserved TAAT core sequences (Figure 3F). Previous studies have shown a similar WUS binding specificity to TAAT containing sequence elements in EMSAs (Lohmann et al, 2001; Leibfried et al, 2005; Busch et al, 2010; Yadav et al, 2011). In some cases, for example the sequence of KAN2 650, AS2−480, AS2 750 and YAB3 500 oligonucleotides contained more than one TAAT motif (Figure 4H). Therefore, we explored the WUS binding specificity of *KAN1, KAN2, AS2* and *YAB3* promoter-specific oligonucleotides by introducing mutations into all TAAT motifs present in them (Figure 4H). Mutations within the TAAT core sequences abolished WUS binding, suggesting that WUS binding to these sequences is specific (Figure 4A–G). In cases where more than one TAAT core was detected, a selective lack of binding was observed with mutations in certain TAAT elements and not others (Figure 4H). This analysis shows that TAAT sequences are important but not sufficient to determine WUS binding specificity. In addition, a ‘super shift’ was observed when *KAN1* promoter oligonucleotides (Figure 3G) were incubated with anti-WUS antibody confirming the presence of WUS protein in WUS-DNA complex. We next tested whether the WUS-binding element found in the *KAN1* promoter can modulate transcription in a heterologous transient expression system by examining the LUCIFERASE (LUC) reporter expression levels in protoplasts isolated from mesophyll cells of *Arabidopsis* leaves. These results show WUS-dependent repression of *LUC* when *KAN1* promoter context containing the WUS-binding element was used (Figure 4I). In contrast, the WUS-dependent repression of *LUC* was abolished when *KAN1* promoter context carrying a mutated WUS-binding element was used (Figure 4I). Taken together, these results demonstrate that WUS protein binds to the regulatory regions of differentiation promoting TFs to repress their expression.

### A computational model reveals the importance of direct transcriptional repression of differentiation in stem cell homeostasis

Thus far, our analysis suggests that stem cell maintenance may partly be a result of collective repression of differentiation promoting TFs. To understand the importance of the direct transcriptional repression of differentiation genes by WUS, we implemented these interactions in a differential equations model of a three-dimensional SAM tissue, and integrated it with a model of the core CLV3-WUS negative feedback stem cell regulatory network (Figure 5A; Supplementary information; Yadav et al, 2011). The model includes the direct activation of *CLV3* transcription from the diffusing WUS protein (Yadav et al, 2011), as well as activation from a signal originating from the epidermal cell layer (Jönsson et al, 2003; Yadav et al, 2011). Although a signal originating in the L1 is yet to be identified in molecular experiments, we propose such a signal based on the behavior of a meristem model in specific mutants in which *CLV3* expression is limited to the outermost cells even when the SAM undergoes dramatic morphogenetic changes (e.g., Brand et al, 2002; Supplementary Figure 3I; Supplementary information). The expression of *WUS* is negatively regulated from a diffusive CLV3 signal (Fletcher et al, 1999; Brand et al, 2000), and is activated by a static cytokinin/AHK4 signal located at the center of the OC (Supplementary Figure 4; Jönsson et al, 2005; Gordon et al, 2009; Yadav et al, 2011). In this model, we introduced interactions between WUS and the PZ, where *KAN1* was used as a PZ representative. *KAN1* expression as revealed by *pKAN1::KAN1:GFP* (*KAN1* promoter driving the expression of *KAN1:GFP* translational fusion) shows that it is expressed in the outer edges of the PZ (Figure 5E). We introduced a direct transcriptional repression of *KAN1* by the WUS protein as revealed by this study. To generate a sharp *KAN1* expression close to the epidermis, we also introduced an activating signal originating from the L1 layer (Figure 5A). Note that this addition only keeps the *KAN1* expression close to the epidermis, all results reported in this study would be the same without it, except that the PZ gene would be expressed also in internal layers of the PZ. An earlier study has shown that ubiquitous misexpression of *KAN1* results in SAM termination which was argued to be a consequence of abaxialization of leaves (Kerstetter et al, 2001). We tested whether ubiquitous *KAN1* misexpression leads to downregulation of *WUS* levels by using Dex-inducible KAN1 (*35S::KAN1:GR*). An RT–PCR analysis of *35S::KAN1:GR* seedlings exposed to 10 μM Dex for 5 days revealed a downregulation of *WUS* transcript levels (Supplementary Figure 5). An earlier study has also shown that *YABBY3* and *FILAMENTOUS FLOWER (FIL)* which are expressed in differentiating cells of organ primordia are required to restrict *WUS* and *CLV3* expression domains through a non-cell autonomous mechanism (Goldshmidt et al, 2008). We identified *YAB3* as one of the genes directly repressed by *WUS* (Figures 2C, 3D and E). From these data, we use KAN1 as a representative PZ signal modeled as a non-diffusing protein repressing *WUS* expression. Since this interaction has not been verified at the molecular level, we used the model to investigate how different interactions from the PZ on the CLV3/WUS network behaved when ubiquitous expression of *KAN1* was introduced (Supplementary Figure 6; Supplementary information). The only way in which long-term downregulation of *WUS* could be achieved was if KAN1, possibly indirectly, represses WUS or alternatively, the WUS activation network (cytokinin or AHK4 in our model, Supplementary information). Transcription is modeled with Hill functions and proteins are linearly created based on RNA concentrations (Materials and methods; Supplementary information). RNA and proteins undergo mass action degradation, and CLV3 and WUS diffuse between neighboring cells. An optimization strategy was implemented to obtain sets of parameter values able to fit the expression domains of the three-dimensional tissue template (Supplementary information). The domains were defined using confocal microscopy data (Figure 5C–E). Using this strategy, 229 parameter sets were extracted in which the model successfully describes the wild-type expression domains (Figure 5B–E) and the WUS gradient (Figure 5F), showing that the regulatory network with a core where WUS acts as a hub with negative feedback with the CZ and positive (doubly negative) feedback with the PZ is sufficient to organize SAMs.

We also analyzed models where individual regulatory interactions were removed. None of the reduced models were able to match experiments, suggesting that the model represents a minimal set of interactions for this network (Supplementary information).

### Transient gene manipulations and live imaging support repression model

We next tested the effects of transient manipulation of WUS levels on the stem cell niche in live imaging experiments. To transiently increase WUS level, we introduced Dex-inducible *35S::WUS:GR* into plants carrying both *pKAN1::KAN1:GFP* (nuclear localized) and the stem cell marker-*pCLV3::mGFP5-ER* (endoplasmic reticulum localized GFP). Within 24 h of Dex application, a dramatic expansion of the *pCLV3* expression was observed that was accompanied by the loss of *pKAN1* expression (*n*=4) (Figure 6A and B). The corresponding perturbation was applied to the computational model (Supplementary information). Consistent with the experimental observations, the model predicts a large expansion of the *CLV3* expression domain along with a reduction in *KAN1* expression (Figure 6E and F), which was a robust result for all 229 parameter sets optimized for wild-type behavior (Table I; Supplementary Figure 7E). Conversely, the downregulation of WUS levels, achieved through the Dex-inducible overexpression of *CLV3* (*35S::GR:LhG4;6XOP::CLV3*) (Supplementary Figure 8), resulted in a gradual misexpression of *KAN1* in stem cell progenitors that are located closer to the stem cell domain revealing premature differentiation of stem cell progenitors (*n*=6) (Figure 6C and D; Supplementary Figure 9). Introducing ubiquitous *CLV3* expression in the model (Figure 6G; Supplementary information) resulted in a dramatic reduction in *WUS* expression (Supplementary Figures 7F and 3E), and in a gradual shift of *KAN1* expression toward the CZ (Figure 6H; Supplementary Movie 1). The *KAN1* expansion was, as opposed to the experimental result, continued throughout the CZ (Figure 6D and H), suggesting additional *KAN1* repressors in the CZ, although a similar result could also be achieved in the model with a relatively weaker *CLV3* overexpression (weaker 35S promoter activity) (Supplementary Figure 10). Earlier studies have shown that ubiquitous misexpression of *KAN1* (Kerstetter et al, 2001) and *AS2* (Lin et al, 2003) leads to differentiation and termination of SAM growth. We observed SAM and floral meristem termination upon misexpression of *KAN1* under the influence of the *WUS* promoter (Supplementary Figure 11), which when applied in the model led to disappearance of *WUS* and *CLV3* expression (Supplementary Figures 12B and 3H). Taken together, these observations show that WUS-mediated transcriptional repression of differentiation promoting factors prevents premature differentiation of stem cell progenitors.

### The integrated computational model provides a systems description of gene expression regulation in a growing and proliferating SAM tissue

To further connect the new regulatory (repression) interactions from this study with previous work, a total of 17 perturbations including loss-of-function and ectopic expression of *CLV3*, *WUS* and *KAN1*, as well as transport malfunction of CLV-WUS network components were applied to the computational model (Table I; Supplementary information). Simulations with the 229 different parameter sets show some variance in the quantitative behavior (Supplementary Figures 7 and 12), but interestingly the model interaction network is robust in the qualitative (increase versus decrease) response to almost all perturbations (Table I). All perturbations correspond qualitatively with experimentally measured changes in expression domains, where available, and other simulations can be seen as predictions of changes. Loss-of-function mutants have been repeatedly studied in the literature and these mutants were implemented in the model at the protein level making it possible to investigate the changes in mRNA levels of the perturbed gene due to the network interactions. The *clv3* loss-of-function shows an increase in *WUS* transcripts and an increase in *CLV3* promoter activity and subsequent expansion, and these simulations are consistent with experimental observations made upon transiently downregulating *CLV3* expression (Reddy and Meyerowitz, 2005), although our static template cannot address the increase in SAM size. The PZ region is predicted to move outwards in these simulations (Supplementary Figure 3C). For the *wus* loss-of-function, *CLV3* expression decreases (Brand et al, 2002), and in the model this is at least a four-fold decrease (Supplementary Figure 7A). *KAN1* expression is predicted to move inwards, comparable to the ubiquitous *CLV3* expression simulations (Figure 6H), but since it is not a null-mutant implementation (the amount of WUS is strongly decreased, but not set to zero), *KAN1* expression does not cover all of the CZ (Supplementary Figure 3B). Ubiquitous CLV3 and WUS expression simulations are described previously (Figure 6), and simulations with ubiquitous *KAN1* expression lead to extremely low *CLV3* and *WUS* expression (Supplementary Figures 7G and 3F), in agreement with the decrease in *WUS* levels (Supplementary Figure 5), and the terminating SAM phenotype (Kerstetter et al, 2001). The same is true for the *pWUS::KAN1* simulations (Supplementary Figure 3H, confer Supplementary Figure 11), and the *pCLV3::WUS* simulations show the non-trivial change of both *CLV3* and *WUS* expressions into high levels in the outermost three layer of cells (Supplementary Figure 3I), similar as reported in a previous model (Yadav et al, 2011), and as seen in experiments (Brand et al, 2002). *KAN1* expression is predicted to be lost in the meristem in these simulations. Detailed descriptions of all other mutant simulations are given in Supplementary information.

The model is robust to local parameter perturbations (Supplementary Figure 13), and from the perturbations it is possible to follow some mechanisms in the model. The perturbation of parameters for KAN1 levels do not influence CLV3 or WUS at all; KAN1 does not influence the core network results including when perturbed, except for when KAN1 is expressed ectopically. More important is the dependence of CLV3/WUS on each other, where the direct interactions are seen, for example, when gene expression activities are altered (*V*_W_, *V*_C_), while the feedback mechanism leading to homeostasis is also indicated, for example, an increased CLV3 (WUS) production (*P*_C_, *P*_W_) leads to decreased *CLV3* (*WUS*) expression. When the model was challenged in simulations including growth and proliferation (Supplementary Movie 2), the three studied expression domains showed little variation of size and expression intensity as cells moved through the different meristem regions. Taken together, the model shows that the WUS-mediated regulatory network links the CZ and the PZ, and provides sufficient mechanistic framework to explain stem cell homeostasis in a proliferating SAM tissue.

### Other WUS-responsive gene functions and pathways

Besides activation of *CLV3* and repression of differentiation promoting TFs, performing enrichment analyses of gene ontology (GO) terms (Supplementary Table 4) assessed other molecular pathways enriched in the WUS-regulated transcriptome in the presence of cycloheximide (Supplementary Table 3). The WUS upregulated transcriptome contained genes involved in developmental processes (GO:0032502; *P*<0.05). This included *ANAC018* and *CUP SHAPED COTYLEDON1* (Takada et al, 2001) and *EXCESS MICROSPOROCYTES1* (*EMS1*), a receptor-like kinase that promotes cytokinesis during anther development (Zhao et al, 2002). 

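All 19 loci that Supplementary Table 4 gives under this term had a higher mean signal in Dex+Cyc than in Cyc, 6 of them by at least 2-fold, and 7 had an adjusted p under 0.05 in limma (15 when adjusted over the list alone). The ferritin gene *FER1* changed from 1978 ± 171 (SD, n = 3) to 3459 ± 80.9 (SD, n = 3), a log2 fold change of 0.81 (standard error 0.11, adjusted p = 0.0122 from limma), and *PAR1*, a negative regulator of shade responses, had a log2 fold change of 0.97 (standard error 0.19, adjusted p = 0.0458). The phytosulfokine precursor gene *PSK5* had a log2 fold change of 1.34 (standard error 0.27, adjusted p = 0.0481). None of the 19 passed both of the paper's thresholds in limma, and 15 had an unadjusted p under 0.05. Without Cyc 16 of the 19 were higher in Dex than in mock, 9 at an adjusted p under 0.05 (15 when adjusted over the list alone), and *FER1* and *PAR1* had log2 fold changes of 1.66 and 1.35. The calmodulin-like gene *CML23* was at 30.0 ± 9.52 (SD, n = 3) in mock and 1776 ± 474 (SD, n = 3) in Cyc, and its log2 fold changes after Dex were -1.46 (standard error 0.63) without and 0.89 (standard error 0.63) with Cyc, both short of the test. The list was chosen by the authors on these arrays and is not independent evidence of its direction.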

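*ANAC018*, a NAC TF gene, rose from 187 ± 34.2 (SD, n = 3) in mock to 518 ± 64.7 (SD, n = 3) in Dex, a log2 fold change of 1.48 (standard error 0.22, adjusted p = 0.00704 from limma), and had a log2 fold change of 0.97 (standard error 0.22, adjusted p = 0.0765) with Cyc. *CUC1*, a boundary gene, had log2 fold changes of 0.98 (standard error 0.15, adjusted p = 0.00741), just under 2-fold, and of 0.77 with Cyc (standard error 0.15, adjusted p = 0.044). *EMS1* had log2 fold changes of 0.79 (standard error 0.19, adjusted p = 0.0463) without Cyc and 0.87 (standard error 0.19, adjusted p = 0.0641) with it. In all 3 genes every array with Dex lay above every control array in both comparisons. The call of *ANAC018* ended without each of the 6 arrays of the comparison (adjusted p 0.0187 to 0.0338) and when limma tested for a change above 1.2-fold.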

*CUC1* that encodes an NAC-domain containing TF has been shown to express in presumptive cells that give rise to SAMs in early embryonic development (Takada et al, 2001). Therefore, WUS activation of *CUC1* expression may be relevant in establishment or maintenance of embryonic SAMs. ARR4, a type-A response regulator implicated in negatively regulating cytokinin signaling (To and Kieber, 2008) and seven genes related to response to plant hormone abscisic acid (GO:0009737; *P*<0.01) were also activated by WUS. 

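*ARR4* was at 924 ± 134 (SD, n = 3) in Cyc and 1737 ± 310 (SD, n = 3) in Dex+Cyc, a log2 fold change of 0.91 (standard error 0.22, adjusted p = 0.0838 from limma), and had a log2 fold change of 0.59 without Cyc (standard error 0.22, adjusted p = 0.173), with every array with Dex above every control array in both. The 7 abscisic acid response genes of Supplementary Table 4 were *ANNAT4*, *GASA1*, *ABF3*, *LTI78*, *RCI2A*, *ERD14* and *LECRKA4.2*. All 7 were higher in Dex+Cyc than in Cyc, 5 by at least 2-fold and 4 at an adjusted p under 0.05 (7 when adjusted over the list alone). *ANNAT4* rose with Cyc and had a log2 fold change of 0.69 (standard error 0.20, adjusted p = 0.0797) without it. *GASA1*, a gibberellin-responsive gene, and *ABF3*, a TF of abscisic acid signaling, had log2 fold changes of 1.45 (standard error 0.21) and 1.67 (standard error 0.17) without Cyc and of 1.44 (standard error 0.21, adjusted p = 0.0156) and 1.08 (standard error 0.17, adjusted p = 0.0216) with it. The desiccation-responsive gene *LTI78* had log2 fold changes of 2.29 (standard error 0.40) and 1.85 (standard error 0.40). The authors chose these genes from the same arrays, so their direction is not independent evidence.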

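*GL1*, the MYB gene that starts trichome formation, had a signal of 79.9 ± 26.7 (SD, n = 3) in mock and 254 ± 57.8 (SD, n = 3) in Dex, a log2 fold change of 1.70 (standard error 0.29, adjusted p = 0.0107 from limma). In Cyc it was at 36.5 ± 12.9 (SD, n = 3), and with Dex+Cyc it was 106 ± 7.90 (SD, n = 3), a log2 fold change of 1.59 (standard error 0.29, adjusted p = 0.0324 from limma). Every array with Dex lay above every control array in both comparisons, and neither change passed the 0.01 threshold. The difference between the log2 fold changes with and without Cyc was -0.10 (standard error 0.41).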

WUS also activates *GLABRA1* implicated in epidermal cell fate specification (GO:0001708; *P*<0.01). Taken together, WUS activates genes implicated in diverse plant processes including those that are critical for stem cell maintenance. The WUS downregulated transcriptome contained significantly enriched GO categories that represent indole derivatives and biosynthesis processes (GO:0042435, *P*<8.19 × 10^−5^), regulation of gene expression (GO:0010468, *P*<0.002) and cell-to-cell communication and the catalyzation of post-translation modification (GO:0043687, *P*<0.01) (Supplementary Table 4). 

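Of the 6 loci of indole derivative biosynthesis in Supplementary Table 4, all 6 were lower in Dex+Cyc than in Cyc, 5 by at least 2-fold and 3 at an adjusted p under 0.05 (5 when adjusted over the list alone). Besides *ASA1*, *TAR2* and *PAD3* they were *TSA1*, which encodes tryptophan synthase, with a log2 fold change of -1.02 (standard error 0.22, adjusted p = 0.0606), and the P450 genes *CYP71A13* and *CYP81F2* of camalexin and indole glucosinolate synthesis, at -1.70 (standard error 0.69, adjusted p = 0.318) and -1.66 (standard error 0.93, adjusted p = 0.496). Without Cyc 5 of the 6 were lower, 2 of them at an adjusted p under 0.05 (2 when adjusted over the list alone), at a median log2 fold change of -0.49 against -1.34 with it. All 35 loci under regulation of gene expression were lower with Cyc, 15 at an adjusted p under 0.05 (30 when adjusted over the list alone). The 25 loci under post-translational protein modification were lower too, 9 at an adjusted p under 0.05 (19 when adjusted over the list alone), with the receptor-like kinase genes *NIK2* and *AT1G11330* past the paper's thresholds at log2 fold changes of -1.09 (standard error 0.12, adjusted p = 0.00716) and -1.23 (standard error 0.13, adjusted p = 0.00716). Without Cyc 32 of the 35 and 19 of the 25 were lower, 25 and 8 of them at an adjusted p under 0.05 (29 and 12 when adjusted over the list alone). These lists were drawn by the authors from the genes downregulated on these arrays and are not independent evidence of direction.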

Auxin signaling has been shown to promote columella distal stem cell differentiation in *Arabidopsis* root (Ding and Friml, 2010) and promote leaf differentiation in SAMs (Veronoux et al, 2010). WUS represses *ANTHRANILATE SYNTHASE ALPHA SUBUNIT1* (*ASA1*) that encodes a rate-limiting step in tryptophan biosynthesis, *TRYPTOPHAN AMINOTRANSFERASE RELATED2* (*TAR2*) that encodes a protein similar to *TRYPTOPHAN AMINOTRANSFERASE OF ARABIDOPSIS1* involved in IAA biosynthesis and *PHYTOALEXIN DEFICIENT3* (*PAD3*) that encodes a cytochrome P450 enzyme that catalyzes the conversion of dihydrocamalexic acid to indole derivative camalexin (Mano and Nemoto, 2012). 

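*ASA1* fell with Cyc from 3416 ± 324 (SD, n = 3) to 1700 ± 156 (SD, n = 3), a log2 fold change of -1.01 (standard error 0.11, adjusted p = 0.00716 from limma), and had a log2 fold change of -0.61 (standard error 0.11, adjusted p = 0.0121) without it. *TAR2* fell without Cyc from 647 ± 57.6 (SD, n = 3) to 250.1 ± 16.7 (SD, n = 3), a log2 fold change of -1.37 (standard error 0.16, adjusted p = 0.00253 from limma), and had a log2 fold change of -0.89 (standard error 0.16, adjusted p = 0.0352) with it. In both genes every array with Dex lay below every control array. *PAD3* was at 354 ± 5.74 (SD, n = 3) in Cyc and 79.2 ± 29.1 (SD, n = 3) in Dex+Cyc, a log2 fold change of -2.22 (standard error 0.32, adjusted p = 0.0152 from limma, all arrays apart). Without Cyc the signal of *PAD3* was 20.0 ± 7.31 (SD, n = 3) in mock and 25.1 ± 4.78 (SD, n = 3) in Dex (log2 fold change 0.39, standard error 0.32, adjusted p = 0.587, arrays overlapping). The call of *ASA1* ended without each of the 6 arrays (adjusted p 0.0142 to 0.039), with quantile normalization, with log2(value + 32) and when limma tested for a change above 1.2-fold. That of *TAR2* ended without each array other than Mock replicate 2 (0.012 to 0.0141).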

The finding that WUS inhibits auxin biosynthetic genes may add another layer of regulation in preventing differentiation of stem cells in addition to the repression of differentiation promoting TFs. However, a high-resolution functional analysis of these genes is necessary to integrate them into the current model of stem cell maintenance.

## Discussion

WUS has been shown to activate transcription of its own negative regulator *CLV3* by directly binding to the promoter regions (Yadav et al, 2011). Here, we have shown that WUS represses transcription of differentiation promoting TFs by directly binding to the promoter regions. Thus, the WUS-mediated repression of differentiation program observed in this study links the PZ with the well-established feedback loop between cells of the CZ and the RM through a direct transcriptional control. The dual function of WUS in regulating its own level by activating a negative regulator and repressing differentiation would lead to a robust homeostatic mechanism by balancing stem cell numbers and differentiation rates of stem cell progenitors in a dynamic cellular environment. Our computational model, integrating the WUS-PZ interactions extracted in this work with WUS-CZ interactions, highlights this by robustly generating the spatial patterns for *CLV3* and *KAN1* expression, and the use of the multiple (17) model perturbations connects our findings with more than a decade of previous experimental work. Since no interaction in the model can be removed without losing ability to explain some experimental work, it also suggests that the current model provides a minimal model for regulating stem cell maintenance in the SAM. WUS has been shown to form a concentration gradient with higher levels in the OC/RM and lower levels in adjacent cells (Yadav et al, 2011). It is intriguing how a single WUS gradient results in the transcriptional activation of some genes, and the repression of other genes in placing a negative regulator at a distance from its own domain of expression while keeping the differentiation program repressed in stem cell progenitors, and the computational model resolves this by having different WUS thresholds for CZ and PZ regulation. WUS has been shown to act both as an activator and as a repressor of transcription (Ikeda et al, 2009). WUS utilizes DNA binding cis-elements containing similar core sequences (TAAT) both to activate *CLV3* transcription (Yadav et al, 2011) and to repress expression of differentiation promoting TFs (Figure 3F). Therefore, WUS may utilize spatially localized co-activators and co-repressors to modulate transcriptional output. The computational model requires an L1-derived signal to position *CLV3* expression domain within the CZ (Figure 5A; Jönsson et al, 2003; Yadav et al, 2011), which is consistent with the requirement of additional factors that may function along with WUS. One such spatial signal could be the local synthesis of active cytokinins in superficial cell layers as suggested by the expression patterns of *LONELYGUY* class of genes (Yadav et al, 2009; Chickarmane et al, 2012). Genome-wide expression profiles that have been described will form a rich resource in identifying regional factors that may modulate WUS function (Yadav et al, 2009). WUS binds to some TAAT containing sequences but not all (Figure 4A–H), suggesting that sequence context may determine binding specificity. However, a comparison of WUS binding sequences of several WUS-regulated genes did not reveal any consensus sequences around the TAAT core (Figures 3F and 4H). Shape analysis of cis-element sequences that bind *Drosophila* homeodomain TF-HOX has revealed that the width of the minor grove determines the binding specificities (Rohs et al, 2009; Slattery et al, 2011). Future studies unraveling genome-wide WUS binding patterns along with sequence and shape analysis of WUS binding sites may provide insights into WUS binding specificity and transcriptional modulation.

The use of multiple parameter value sets for the model, and the large consistency for these to respond to perturbations shows the robustness of the modeled SAM gene regulatory network architecture, also during growth. Interestingly, the model predicts that the WUS and CLV3 domains can respond differently to perturbations, indicating the possibility for variability within plant populations. Our methodology, using populations of models (parameter values), is a step toward integrating statistical analysis of experimental population behavior within a modeling framework, something that might be necessary for elucidating the exact regulatory interactions present in the SAM.

Our work shows that WUS functions to prevent premature differentiation of stem cell progenitors. The computational model shows that the experimentally extracted interactions where WUS binds directly and represses the expression of TFs involved in PZ differentiation are sufficient to explain the dynamic changes caused by transient perturbations where expression domains grow or shrink at the boundaries. However, transient depletion of WUS fails to induce differentiation of long-term stem cells within the CZ as suggested by lack of misexpression of auxin-sensitive differentiation marker shown in an earlier study (Yadav et al, 2010) and lack of misexpression of *KAN1* (Figure 6D; Supplementary Figure 9J). Leaf formation from the CZ was seldom observed in *wus* mutants instead they continue to produce leaves albeit aberrantly from a defective SAM in a ‘stop and go’ fashion (Laux et al, 1996). This suggests that long-term stem cells may be active in these mutants and argues for function of overlapping mechanisms in protecting long-term stem cells from differentiation signals, as also suggested by the computational model showing a stronger expression phenotype compared with the experiment. The WUSCHEL-LIKE HOMEOBOX5 (WOX5) TF of the WUS family is expressed in the quiescent center of the root meristem and has been shown to repress differentiation of neighboring initials/stem cells in a non-cell autonomous manner (Sarkar et al, 2007). This suggests that WOX-mediated suppression of differentiation of stem cell progenitors is a conserved theme in both shoot and root stem cell niches. Future work should reveal whether WOX5 shares mechanistic similarities with WUS with regard to the nature of non-cell autonomous signaling and molecular mechanisms of repression of differentiation.

An increase in WUS levels leads to de-differentiation of stem cell progenitors into stem cells (Reddy and Meyerowitz, 2005; Yadav et al, 2010). Our work provides a molecular basis for de-differentiation wherein WUS-mediated direct repression of differentiation program plays an important role. Deciphering how stem cell progenitors are maintained in WUS-responsive state requires an understanding of the molecular control of the cellular memory system. Studies on murine ES cells have identified bi-valent stretches of both H3 lysine 27 methylation, a gene repressive chromatin mark and H3 lysine 4 methylation, a gene activating chromatin mark within genes which encode differentiation promoting TFs that are repressed by master regulatory stem cell promoting TFs (Bernstein et al, 2006; Mikkelsen et al, 2007). This suggests that the bi-valent domains are responsible for keeping differentiation genes silent in ES cells, while keeping them primed for activation. Profiling of chromatin modifications in individual cell types of SAM stem cell niche, by using methods described earlier (Yadav et al, 2009), should reveal whether collaboration between repression of differentiation and epigenetic pathways is a conserved theme in maintaining stem cell progenitors in a flexible state.

## Materials and methods

### Plant growth and live imaging

Plant growth, live imaging and phenotypic analysis were performed as described earlier (Yadav et al, 2010; Yadav et al, 2011).

### Plasmid constructs, selection of transgenic lines and rescue analysis

The details of the *35S::WUS:GR* (Yadav et al, 2010) and *pCLV3::mGFP5-ER* (Reddy and Meyerowitz, 2005) transgenic lines have been described. The *pKAN1::KAN1:GFP* is a translational fusion that includes 4.95 kb of upstream sequence plus the entire coding sequence with introns fused as a translational fusion to eGFP. *35S::KAN1:GR* and *35S::GR-LhG4;6XOP::CLV3* plants have been described in Wu et al (2008) and Yadav et al (2010) respectively.

### WUS induction and microarray experiments

Four-week-old *35S::WUS-GR;ap1-1;cal1-1* plants were either treated with 10 μM solution of Dex or in combination with 10 μM cycloheximide (Cyc) for 4 h. Mock-treated or Cyc-treated plants served as controls. RNA was isolated from SAMs of 30–35 plants for each treatment by using RNeasy kit (Qiagen). Probe synthesis and array hybridizations were carried out as described earlier (Yadav et al, 2009). Microarray data analysis was performed in R using BioConductor packages. The probe set to gene locus mapping for ATH1 gene chip, removal of redundant probe sets and present call analysis was carried out as described earlier (Yadav et al, 2009). To assess differentially expressed genes, raw data CEL files were normalized using GCRMA package in R (Supplementary Table 5). DEG was determined with LIMMA package using the normalized expression values (Supplementary Table 1). The Benjamini and Hochberg method was selected to adjust *P*-values (*P*) for multiple testing and to determine FDR. As confidence threshold an adjusted *P*⩽0.01 was used (Yadav et al, 2009). A gene was determined as enriched in a cell type when it was two-fold upregulated. A similar method was used to determine WUS-response genes. A gene was considered as a DEG if it was two-fold upregulated or downregulated (*P*<0.01) in pairwise comparisons of Dex versus mock or Dex+Cyc versus Cyc. The MAS5 normalized expression values for three cell types were used to generate present (P), marginal (M) and absent (A) calls (Supplementary Table 6). The present call information (PMA values) from the Wilcoxon signed rank test of the MAS5 algorithm is provided for three cell types in Supplementary Table 6. The probe set showing present calls in all three replicates of a sample was considered as positive. GO analysis was performed as described in an earlier study (Yadav et al, 2009).

### qRT–PCR

Four-week-old *35S::WUS-GR* wild type SAMs were either treated with 10 μM solution of Dex or in combination with 10 μM cycloheximide (Cyc) for 4 h. Mock-treated or Cyc-treated plants served as controls. *35S::KAN1:GR* plants were exposed to Dex treatment for 5 days before RNA isolation. RNA was isolated using RNeasy kit (Qiagen). cDNA was reverse transcribed using ThermoScript RT (Invitrogen). qRT–PCRs were performed either using sensiMix SYBER kit (Bioline) or SYBR green (BIO-RAD) on a BIO-RAD iQ5 Cycler. Three replicates were used for each reaction and *UBIQUTIN1* was used to normalize the mRNA levels.

### ChIP and qPCR analysis

ChIP and qPCR were performed on 4-week-old *35S::WUS:GR;ap1-1;cal1-1* inflorescences, upon Dex or Mock treatment for 24 h, as described earlier (Yadav et al, 2011). Previously published anti-WUS (peptide) antibodies were used (Yadav et al, 2011). qPCR analysis by using primers overlapping the gene body and regulatory regions of *KAN1 KAN2, YAB3* and *AS2* (Supplementary Table 7 for list of primers). Three independent sets of biological samples were analyzed.

### Electrophoretic mobility shift assay

His-WUS fusion protein was expressed in BL21 *Escherichia coli* after induction with 1 mM of IPTG for 5 h at 30°C and purified as described earlier (Yadav et al, 2011). Single-stranded complementary oligonucleotide fragments corresponding to regulatory regions of *KAN1 KAN2, YAB3* and *AS2* (Supplementary Table 7) were radiolabeled as described earlier (Yadav et al, 2011). DNA-protein binding reaction and electrophoresis was performed as described earlier (Yadav et al, 2011).

### Protoplast isolation and transactivation assay

Mesophyll protoplast isolation and transactivation was performed as described earlier (Yadav et al, 2011) by using 200 bp sequence containing WUS binding element in *KAN1* −1050 region.

### Computational modeling and algorithms

The model is simulated on a meristem tissue template comprising 1366 (spherical) cells defined by spatial coordinates and size. Cell neighborhood is defined from the overlap between the spherical cells. The expression domains of *WUS*, *CLV3* and *KAN1* are manually defined with confocal microscopy data used as a template. The differential equation model describes gene expression regulation using Hill functions. Production of peptides and proteins, along with degradation are modeled with mass action kinetics, and transport between cells is passive (diffusion like). Two positional cues are included (*WUS* activator and epidermal cell layer; Supplementary Figure 4) producing three diffusing gene activators. The dynamics of the molecular concentrations are described by a system of differential equations given by

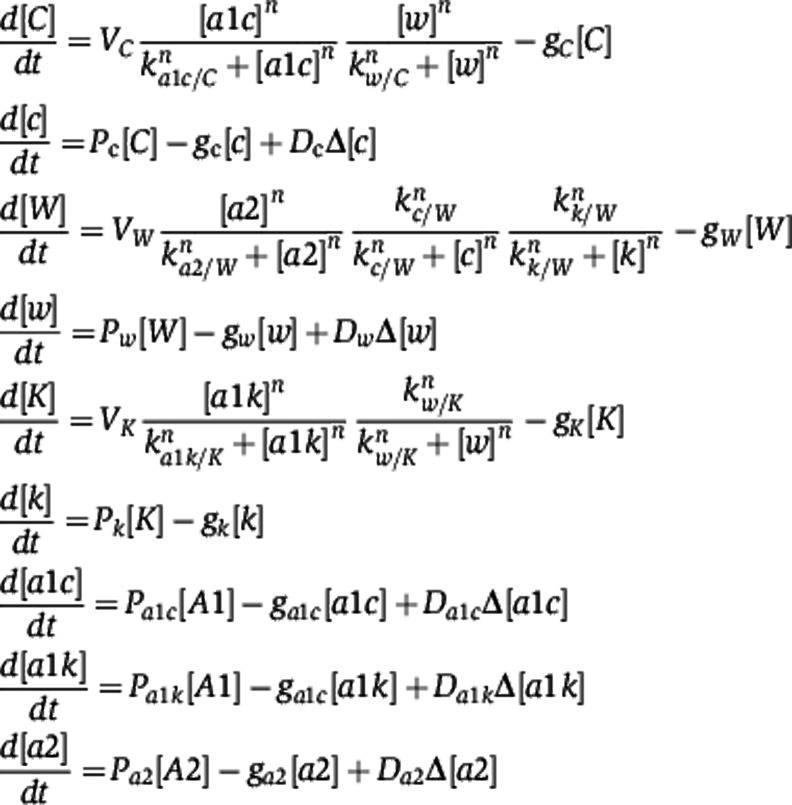

where [*X*] represents concentration of molecule *X*, upper (lower) case represents mRNA (protein) concentrations. The network is present in each individual cell (cell indices have been omitted) and *C*, *W* and *K* are CLV3, WUS and KAN1 concentrations. A1 (A2) are the static positional cues and *a*1*c*, *a*1*k* and *a*2 their signaling molecules. Parameters *V*_*x*_ represents maximal expression rates (for gene *x*), *k*_*x*_ are the Hill constants, and *n* the Hill coefficients (always equal to 2). *P*_*x*_ are protein production rates, *g*_*x*_ degradation rates and *D*_*x*_ passive transport rates (Δ represents the passive diffusion-like transport).

The model and its parameters are described in more detail in Supplementary information. Simulations are performed using a fifth order Runge-Kutta solver with adaptive steps.

In all, 229 model parameter value sets where simulations mirror the biological behavior at equilibrium were obtained with a stochastic gradient descent optimization approach (Supplementary information). The parameter values used for simulations in Figures 5 and 6 are provided in Supplementary Table 8.

In all, 17 perturbations of the system, representing experimental mutants, are studied and modeled by modifying parameters or by adding reactions to the system (Supplementary information). All perturbations are simulated on all the 229 wild-type equilibrium scenarios.

The robustness of the model is assessed using a local parameter sensitivity analysis and in a simulation including cell growth and division (Supplementary information).

Finally, a host of sub-models missing individual regulatory interactions are optimized showing that the model is the minimal model able to reproduce the wild type and perturbations observed in the biological system. Details of the differential equations model, optimization algorithm and model perturbations are given in Supplementary information.

### Data availability

All microarray data used in this study are deposited at http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=fpixfyiwisgumby&acc=GSE29364 (accession number GSE29364).

All simulations were performed using in-house developed software (http://dev.thep.lu.se/organism) and a zip archive containing source code, model files, tissue templates, and all sets of optimized parameter values are available as Supplementary Material or from the web page http://www.thep.lu.se/∼henrik/MSB2013/.

## Supplementary Material

Supplementary Information Supplementary text describing computational methods together with Supplementary Figures

Software for Computational Methods This archive contains the simulation tool and scripts for running perturbations etc. for the computational work. When unzipping the archive a directory MSB_WCK is created. Instructions on how to use the software can be found in the README file in the directory

Supplementary Table 1 DEG Analysis of WUS-GR responses mapped to three cell types. In this table columns E and F represent DEX / MOCK set, columns G and H represent DEXCYC / CYC set for 35S::WUS-GR ap1-1;cal1-1 DEG analysis. Columns I-P display 3 SAM cell samples (CLV3p, FILp and WUSp) including the comparison of protoplasted ap1-1;cal1-1 SAMs (IND) with non-protoplasted SAMs (UNIND). All samples shows log2 fold change values and the adjusted p-value (FDR) of the LIMMA package (e.g. DEX Mock 4hrs fold change and Dex Mock 4hrs adj p-value). The GCRMA normalized expression values from Supplementary Table 5 were used for the DEG analysis. The column D provide 2 fold up regulated DEGs relative to 2 other samples for cell types. An overlap of WUS-GR data set with cell type data set is shown in Figure 2A-D. In addition, the table contains in column Q the detected genes for CLV3p, FILp and WUSp cell samples, respectively. For this MAS5 algorithm was used to make PMA calls, a genes scored as P in all the replicate was considered present and counted once (Supplementary Table 6).

Supplementary Table 2 WUS-GR up and down regulated transcripts in the presence of Dex. Down regulated genes were sorted from Supplementary Table 1 after applying (≤ 2 fold; p > 0.01)

Supplementary Table 3 WUS-GR up and down regulated transcripts in Dex + cycloheximide. Up regulated genes were sorted from Supplementary Table 1 after applying (= 2 fold; p > 0.01)

Supplementary Table 4 GO Term Enrichment for WUS regulated transcriptome. The table provides the GO term enrichment data for WUS regulated transcripts from Supplementary Table 3. The columns provide WUS up and down regulated set identifiers (DEG Sets), their sample sizes (Sample SZ), the GO identifier, the number of genes in the genome associated with a GO term (Node Size), the number of genes in the test sample associated with a GO term (Sample Match), the p-value of the hypergeometric distribution test (P-value), the Bonferroni corrected version of this p-value (P-value adjusted), the GO term, the Ontology type, and the Arabidopsis genes associated with a given GO term in the test sample (Sample AGIs)

Supplementary Table 5 GCRMA Normalized Expression Values. The table provides GCRMA normalized expression values of CYC (cycloheximide), DEX (dexamethasone), DEXCYC (dexamethasone plus cycloheximide) and MOCK treated 35S::WUS-GR ap1-1;cal1-1 in columns (D-O). Three cell types (CLV3p, WUSp and FILp) GCRMA normalized expression values presented in columns (P-V). In addition, GCRMA normalized values for protoplasting induced and un induced replicates also provided in columns (X-AA)

Supplementary Table 6 MAS5 Normalized Expression Values with Present Call Information. This table provides mean of MAS5 normalized expression values for three cell types with PMA calls. The present call information (PMA values) from the Wilcoxon signed rank test of the MAS5 algorithm is provided for the cell types in column (e.g. CLV3p PMA calls). The probe set showing present calls in all the replicate of a sample was considered as positive

Supplementary Table 7 List of primers used in this study

Supplementary Movie 1

Supplementary Movie 2

Review Process File

## Figures and Tables

**Figure 1:**
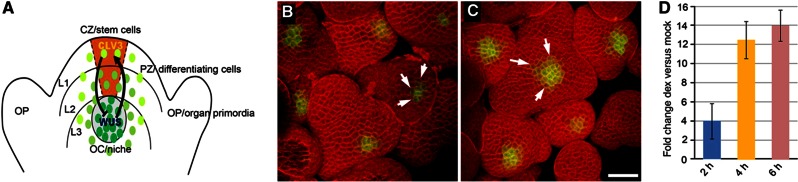
System for assaying WUS-response genes at higher spatial resolution. (**A**) A schematic of *Arabidopsis* shoot apical meristem (SAM) stem cell niche showing stem cell domain/the central zone (CZ), the organizing center (OC)/niche and differentiating region/the peripheral zone (PZ). Transcriptional domains of *WUS*, *CLV3* and WUS protein gradient are highlighted in different colors. Mutual feedback regulation between *CLV3* and *WUS* is shown. (**B**, **C**) Three-dimensional reconstructed top views of *ap1-1;cal1-1* SAMs carrying Dex-inducible form of WUS (*35S:;WUS-GR*), labeled with stem cell marker-*pCLV3::mGFP-ER* (green) in plants treated with mock and Dex, respectively, are shown. Arrows point to outer limits of stem cell domain and expansion of stem cell domain upon Dex treatment. Scale bar in (C) represents 25 μm and it remains same for (B). (**D**) qRT–PCR analysis showing temporal dynamics of *CLV3* activation upon WUS induction. Error bars represent standard deviation for two biological replicates.

**Figure 2:**
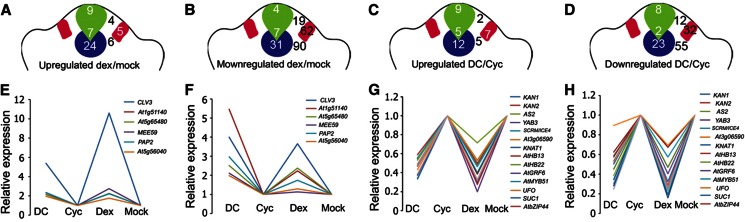
A spatial map of WUS-responsive genes. (**A**, **C**) Genes upregulated by Dexamethasone (Dex)-inducible WUS in the absence and presence of Cycloheximide (Cyc), respectively. Genes downregulated by WUS in the absence (**B**) and presence (**D**) of Cyc. Numbers on the CZ, the PZ and the RM refer to the number of WUS-responsive genes that are expressed in each domain. Numbers indicated in between cell types are the WUS-responsive genes that are expressed in two adjacent cell types. Normalized gCRMA values (using multiexperiment viewer (MEV4) software) showing relative expression levels of representative set of genes activated (**E**) and repressed (**G**) by WUS in various treatments shown on x axis. Expression profiles of WUS-regulated genes shown in (E) and (G) were confirmed by real-time qRT–PCR, relative expression levels for various treatments indicated on x axis are shown for activated (**F**) and repressed (**H**) genes. Profile plots for few genes in (E) are not visible as these genes share similar expression profiles as others.

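All 6 genes of Fig. 2E had higher mean signals with Dex, in all 3 arrays against all 3 controls and in both comparisons, and all 6 had an adjusted p under 0.05 in each. The paper's thresholds were passed by 4 without Cyc and by none in limma with it. Besides *CLV3*, *MEE59* rose without Cyc from 910.1 ± 267 (SD, n = 3) to 2499 ± 370 (SD, n = 3), a log2 fold change of 1.49 (standard error 0.23, adjusted p = 0.00746 from limma), and *AT1G51140*, a bHLH gene, and the Aux/IAA gene *PAP2* rose by 1.17 (standard error 0.14) and 1.14 (standard error 0.17). With Cyc these 3 genes had log2 fold changes of 1.19, 1.11 and 1.26, and the values for *AT5G65480* and the receptor-like kinase gene *AT5G56040* were 1.06 and 0.96, against 1.18 and 0.81 without Cyc.
Of the 14 genes of Fig. 2G, 13 could be measured, and all 13 had negative log2 fold changes in both comparisons. Without Cyc 7 passed the test. *AtHB13* fell by 1.84 (standard error 0.20), *AtbZIP44* by 1.67 (standard error 0.21) and the sucrose transporter gene *SUC1* by 1.61 (standard error 0.20). With Cyc 1 gene passed, *BHLH093*, and 7 had an adjusted p under 0.05; *AtbZIP44*, *SUC1*, *UFO* and *AT3G06590* had log2 fold changes of -1.37, -1.09, -1.21 and -1.02. The signal of *SUC1* was 1688 ± 201 (SD, n = 3) in mock and 11164 ± 2071 (SD, n = 3) in Cyc. Arrays with Dex lay below all controls in 11 of 13 genes without Cyc, with *AS2* and *AtHB22* the exceptions, and in 13 of 13 with it; by chance 10% of genes have their groups apart, on either side. Both sets were picked by the authors from these data.
Calls without Cyc ended for *PAP2* and *SUC1* without each array (adjusted p up to 0.0336), for *MEE59* and *AT1G51140* without each array other than Mock replicate 2 (up to 0.0323), for *AtbZIP44* without Mock replicate 1 or 3 or Dex replicate 2 or 3 (up to 0.0157) and for *AtHB13* without Dex replicate 3 (0.0132). Those of *MEE59* and *PAP2* also ended when limma tested for a change above 1.2-fold, and with Cyc *PAP2* passed without Cyc replicate 2 (0.00867).

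**Figure D5:**
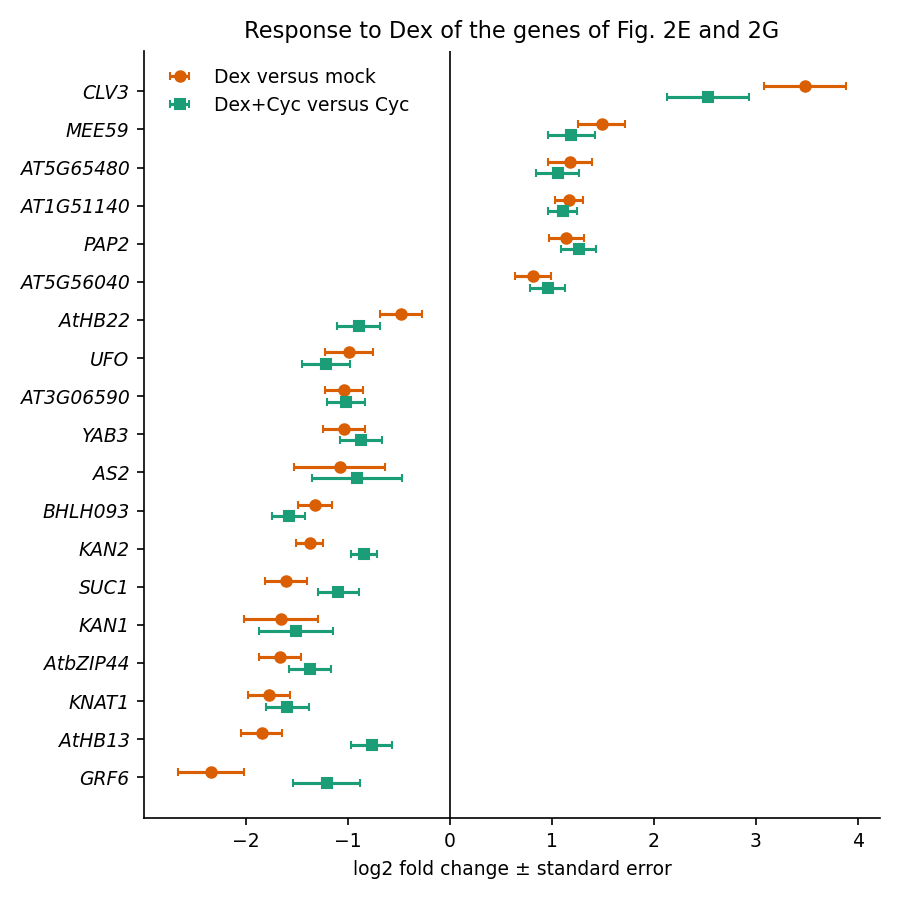
Log2 fold change with its standard error from limma (n = 3 arrays per group) for the 6 genes of Fig. 2E and the 13 measured genes of Fig. 2G, in Dex versus mock (circles) and Dex+Cyc versus Cyc (squares). The 6 activated genes lie to the right of 0 and the 13 repressed genes to the left in both comparisons.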

**Figure 3:**
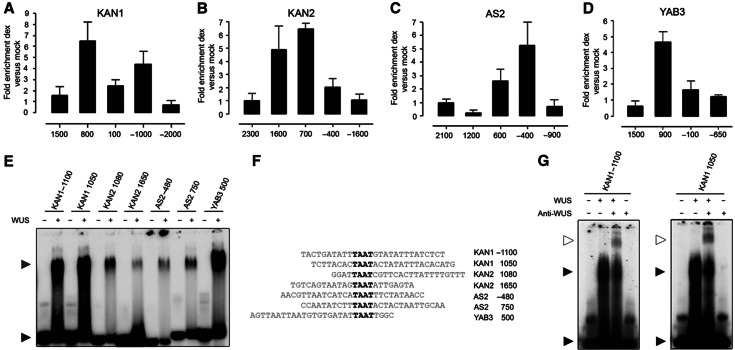
Differentiation promoting transcription factors are direct transcriptional targets of WUS. (**A**–**D**) Chip-qPCR showing relative enrichment of regulatory regions of *KAN1*, *KAN2*, *AS2* and *YAB3*, respectively. Error bars represent standard deviation. Genomic regions are mapped with respect to transcription start site (+1). (**E**) EMSA showing recombinant WUS protein bound to radiolabeled-oligonucleotides corresponding to *KAN1*, *KAN2*, *AS2* and *YAB3* regulatory regions. A black arrowhead indicates free probe and a dark gray arrowhead band shift for *KAN1*, *KAN2*, *AS2* and *YAB3* radiolabeled oligonucleotides. respectively. The sequences of WUS bound oligonucleotides are shown in (**F**) and conserved TAAT elements are highlighted. (**G**) EMSA showing recombinant WUS protein bound to radiolabeled *KAN1*−1100 and *KAN1* 1050 oligonucleotides and in the absence and presence of anti-WUS antibody. A black arrowhead indicates free probe, a dark gray arrowhead indicates band shift for *KAN1*−1100 and *KAN1* 1050 and a white arrowhead indicates ‘super shift’.

**Figure 4:**
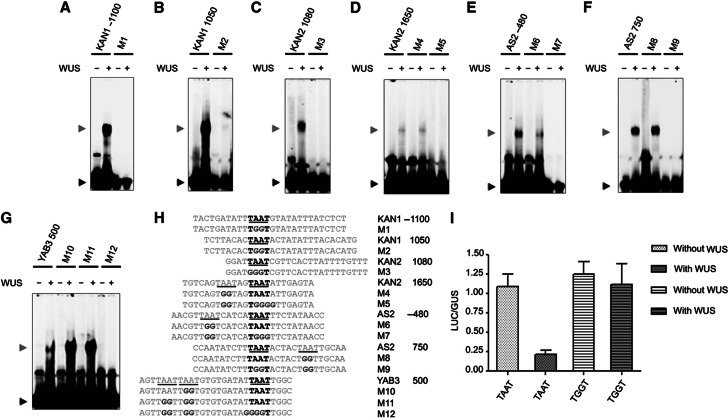
TAAT elements are required for WUS binding and repression. (**A**–**G**) EMSAs showing recombinant WUS protein bound to radiolabeled oligonucleotides corresponding to *KAN1*, *KAN2*, *AS2* and *YAB3* regulatory regions and mutant oligonucleotides versions of conserved TAAT sequences. A black arrowhead indicates free probe and a dark gray arrowhead band shift for *KAN1*, *KAN2*, *AS2* and *YAB3* radiolabeled oligonucleotides, respectively. The sequences of WUS bound oligonucleotides and mutants are shown in (**H**). All TAAT elements are underlined and TAAT elements that are essential for WUS binding are shown in bold letters. (**I**) The TAAT promoter element is essential for WUS-dependent repression of *KAN1* in *Arabidopsis* leaf mesophyll protoplasts. Transient transfection assay plots showing repression of LUCIFERASE (LUC) reporter when cloned downstream of a region containing WUS-binding element found in *KAN1* promoter (KAN1 +950, +1150:35s::LUC) and a mutated version (TGGT) of *KAN1* promoter. The constructs were tested for transactivation of LUC by cotransfection with or without WUS. The cotransfection of *UBIQUITIN::GUS* served as an internal control. Activity was expressed as a ratio of firefly LUC/GUS activity. Three biological replicates were used for each experiment and the error bars represent the standard deviation.

**Figure 5:**
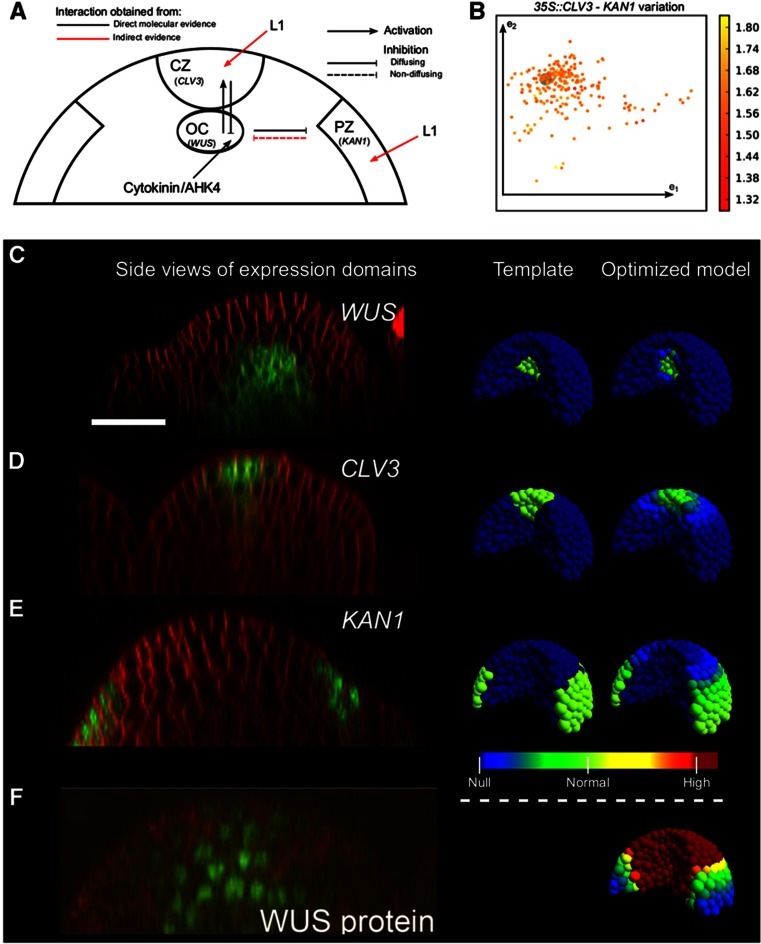
Design and optimization of the computational model. (**A**) Illustration of the transcriptional interactions in the model mapped on typical functional domains/cell types of SAMs. (**B**) The 229 parameter sets from the optimization procedure, displayed using principal component analysis (first and second principal components: e_1_, e_2_). The color scale represents the variation of equilibrium *KAN1* expression between the wild type and a perturbation (transient ubiquitous *CLV3* expression). The gray disk is centered at the parameter set used in all spatial example simulations (Supplementary Table 8). In (**C**–**F**), first column shows Confocal side views of SAMs showing cell boundaries (red) and RNA or protein distribution domains (green). Corresponding gene names are given on each panel. Scale bar shown in (C) represents 25 μm (same for C–F). Second column: Templates used for optimization showing corresponding gene expression patterns (green). Third column: Simulation output from the example optimized parameter set. The color scale label ‘normal’ indicates the template defined gene expression level. (C–E) Expression patterns, templates and optimized model for *WUS* (taken from Yadav et al, 2009), *CLV3* (taken from Reddy and Meyerowitz, 2005) and *KAN1*, respectively. (F) Distribution of *WUS* protein in the SAM (taken from Yadav et al, 2011) and in the model. The color scale for WUS concentration in the model is capped at the concentration value of WUS repressing *KAN1* to half its maximal expression (*k*_w/K_).

**Figure 6:**
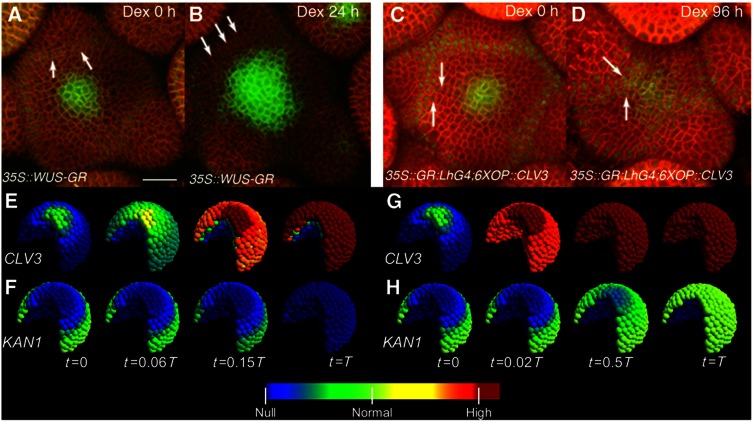
Dynamics of reorganization of stem cells and differentiating progenitors upon transient manipulation of WUS levels. (**A**–**D**) 3D-reconstructed top views of SAMs labeled with stem cell/CZ -*pCLV3*::*mGFP5*-*ER* (endoplasmic reticulum localized GFP) and the *pKANADI1*::*KANADI1*:*GFP* (nuclear localized GFP) expressed in differentiating cells located at the outer edges of the PZ. Plasma membrane localized YFP highlights outlines of all cells (red). Scale bar shown in (A) represents 25 μm and it remains same for (A–D). Arrows in all panels point to KAN1 expressing cells. (A, B) A time-lapse series showing *pCLV3* and *KAN1* expression before (A) and 24 h after (B) Dex-mediated overexpression of *WUS* (*35S::WUS:GR*). Note expansion of *pCLV3* along with loss of *pKAN1* expression (B). (C, D) A time-lapse series showing *pCLV3* and *pKAN1* expression prior to (**C**) and 96 h after (D) Dex-mediated overexpression of *CLV3* (*35S::GR:LhG4; 6XOP::CLV3*), a complete time-lapse series is given in Supplementary Figure 9. Note a progressive shift of *KAN1* expression toward the receding central zone (D). Time-course evolution of modeled *CLV3* (**E**, **G**) and *KAN1* (**F**, **H**) expression upon transient ubiquitous expression of *WUS* (E, F) or *CLV3* (G, H). Note that (G) shows both native and induced *CLV3* expression, and the native promoter activity is decreasing due to the loss of WUS. Time points (*t*) are fractions of the time from perturbation induction to model stabilization (*T*). The color scale label ‘normal’ indicates the template defined gene expression level. Upon *WUS* overexpression, a substantial increase in *CLV3* and decrease in *KAN1* expression domains are observed in both experiment and simulation. Upon *CLV3* overexpression, *KAN1* expression domain extends toward the CZ in both experiment and simulation. Additional model perturbations are displayed in Supplementary Figure 3.

**Table 1:** Model perturbations

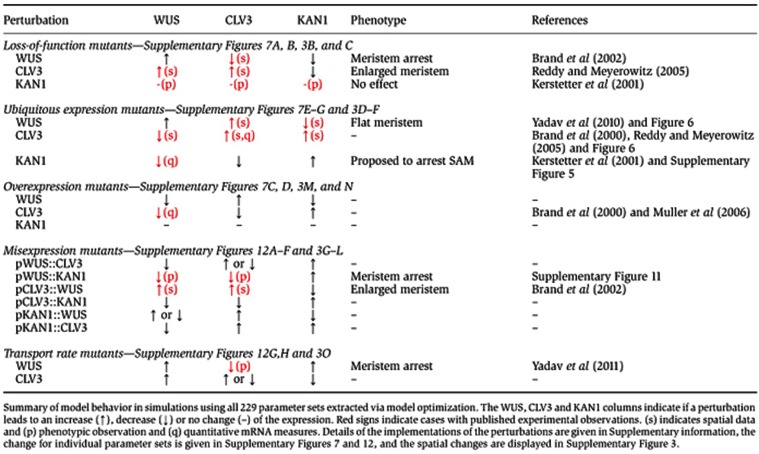

# Supplementary material for: Plant stem cell maintenance involves direct transcriptional repression of differentiation program
**Source:** Mol Syst Biol. 2013 Apr 2;9:654. doi: 10.1038/msb.2013.8
**Supplement:** Supplementary Information — Supplementary text describing computational methods together with Supplementary Figures

Supplementary Information for

Plant stem cell maintenance involves direct transcriptional repression of differentiation program
R K Yadav, M Perales, J Gruel, C Ohno, M G Heisler, T Girke, H Jönsson, and G V Reddy

Contents

**1**	**Supplementary Information**	**2**
**2**	**Supplementary Figures (1-13)**	**10**
**3**	**Supplementary Tables (1-8)**	**23**
**4**	**Supplementary Movies (1-2)**	**31**

1 Supplementary Information

Template for geometry and expression domains

The shoot apical meristem is described as the top third of a sphere filled with 1366 overlapping spherical cells. Cells are regarded as neighbors (with transport in-between) if they overlap. Data files for cell positions and neighborhood information are available upon request. A binary expression template for the central zone (*CLV3*), organizing center (*WUS*) and peripheral zone (*KAN1*) was manually created based on experimental microscopy data (*cf.* Figure 5C-E in main text and [1, 2]). Three domains are defined as:

- the central zone (CZ): according to the expression of *CLV3*, is located at the tip of the meristem and comprises 55 cells.
- the organizing center (OC): according to the expression of *WUS*, is located below the CZ and comprises 42 cells.
- the (outer) peripheral zone (PZ): according to the expression of *KAN1*, is located in the outer layer of the meristem, starting 5 to 6 cells below the CZ and comprises 267 cells.

Model

To get an understanding of how the experimental data in the paper fits in the context of stem cell regulation interactions in the SAM, we implemented an ordinary differential equation model including a gene regulatory network within individual cells as well as signalling between cells and made simulations on a three-dimensional tissue template approximating the geometry and topology of the shoot apical meristem (Figure 5C-E in the main text). The model comprises the mRNA (expression) and proteins of *WUS*, *CLV3*, *KAN1* as representatives of OC, CZ, and PZ expressed genes, respectively.

Regulation of *WUSCHEL* expression In the model, *WUS* is repressed by a diffusive *CLV3* signal [3, 4] (which is a simplification of the repressive signal generated by the *CLV3* ligand binding to *CLV1* and other receptors). A localized *WUS*-activation is used as suggested by the localized expression of the cytokinin (known to activate *WUS* expression) receptor AHK4 [5], as well as previous modeling efforts [6, 7]. Finally, ubiquitous expression of *KAN1* arrests the meristem [8], suggesting a repression of *WUS* by *KAN1*. This interaction is discussed in more details in section “*KAN1* effect on the core *WUS-CLV3* network”.

Regulation of *CLAVATA3* expression *CLV3* is transcriptionally activated directly by the diffusing *WUS* [7] and by a hypothetical L1-originating signal used as a co-factor (as used and motivated in previous modeling efforts [9, 7]). The principal motivation for using a L1 signal as a co-activator is the striking *pCLV3::WUS* phenotype observed in [10], where both *CLV3* and *WUS* are expressed in the three superficial layers of the meristem.

Regulation of *KANADI1* expression The main text shows that *KAN1* counts as one of the peripheral zone genes directly repressed by the *WUS* transcription factor. In addition, the expression of *KAN1* remains located close to the L1 cell layer of the meristem, even when *WUS* diffusion is blocked, suggesting some activation of *KAN1* by a hypothetical L1 signal. The motivation for the L1 activation of *KAN1* is the observation that both in *wild type* and perturbed meristems, when *KAN1* is driven by its own promoter its expression domain remains confined to the superficial cell layers.

Anchors Localized *WUS* and epidermal *CLV3* and *KAN1* co-activation is implemented using two, in the model, constant ‘anchors’. The first one (A1 - representing the activated AHK4 receptors), is situated in the organizing center and the second (A2 - representing the source of hypothetical epidermal signals) in the superficial cell layer (L1) (*cf.* Supplementary Figure 4). Both anchors are modeled as genes, *i.e.* a chimeric

gene is expressed resulting in the production of a signaling molecule that diffuses away from its production site, creating a concentration gradient. For simplicity, the values of A1 and A2 remain constant throughout the simulations and are set to one (note that possible equations to dynamically generate these patterns have previously been described [9, 6]).

We used a Hill description for transcriptional regulation and a linear dependence on RNA levels for protein production. RNA and proteins are degraded proportional to their concentration. Movement of proteins is implemented by a concentration-dependent (passive) diffusion-like transport.

The general equation for gene expression is:

$$\frac{d[X]}{dt} = V \times \prod \frac{[A]^n}{k_A^n + [A]^n} \times \prod \frac{k_I^n}{k_I^n + [I]^n} - g[X]$$

with $\frac{d[X]}{dt}$ the time derivative of the mRNA concentration, V the maximal rate of the considered gene expression (mRNA production), $[A]$ the concentrations of the gene activators and $[I]$ the concentrations of the inhibitors. The Hill constants k_A , k_I (setting up the concentration of activators/inhibitors necessary for the gene to switch between regimes of maximal and minimal expression) and the Hill coefficient, n (always set to 2, controls the steepness of the gene expression switch), regulate the effect of their respective activators and inhibitors in individual cells. The mRNAs undergo a degradation proportional to g .

The general equation handling protein behavior is:

$$\frac{d[x]}{dt} = P[X] - g[x] + D\Delta[x]$$

with X the mRNA counterpart of the x signaling molecule (protein or peptide), P the production rate - proportional the mRNA concentration, g the degradation rate and D the diffusion rate. Δ is the Laplace operator; transport of signaling molecules in the model is assumed to be passive, and geometrical factors are set to one, *i.e.* the contribution to the derivative for a molecule in cell i is given by $\sum_n ([x]_n - [x]_i)$, where the sum is over neighboring cells.

In the following, mRNAs for *CLV3*, *WUS* and *KAN1* will be referred as C, W and K while the corresponding signaling molecules will be referred as c, w and k. a1 (a1c/a1k) and a2 will refer to the chimeric signaling molecules produced by anchors A1 and A2, respectively. The model is described by

$$\begin{aligned} \frac{d[C]}{dt} &= V_C \times \frac{[a1c]^n}{k_{a1c/C}^n + [a1c]^n} \times \frac{[w]^n}{k_{w/C}^n + [w]^n} - g_C[C] \\ \frac{d[c]}{dt} &= P_c[C] - g_c[c] + D_c\Delta[c] \\ \frac{d[W]}{dt} &= V_W \times \frac{[a2]^n}{k_{a2/W}^n + [a2]^n} \times \frac{k_{c/W}^n}{k_{c/W}^n + [c]^n} \times \frac{k_{k/W}^n}{k_{k/W}^n + [k]^n} - g_W[W] \\ \frac{d[w]}{dt} &= P_w W - g_w[w] + D_w\Delta[w] \\ \frac{d[K]}{dt} &= V_K \times \frac{[a1k]^n}{k_{a1k/K}^n + [a1k]^n} \times \frac{k_{w/K}^n}{k_{w/K}^n + [w]^n} - g_K[K] \\ \frac{d[k]}{dt} &= P_k[K] - g_k[k] + D_k\Delta[k] \\ \frac{d[a1c]}{dt} &= P_{a1c}[A1] - g_{a1c}[a1c] + D_{a1c}\Delta[a1c] \\ \frac{d[a1k]}{dt} &= P_{a1k}[A1] - g_{a1k}[a1k] + D_{a1k}\Delta[a1k] \\ \frac{d[a2]}{dt} &= P_{a2}[A2] - g_{a2}[a2] + D_{a2}\Delta[a2] \end{aligned}$$

Model parameters

Since model parameters have unknown values, we applied an optimization strategy to extract parameter values where the model outputs were able to fit the experimentally based expression domains of *WUS*, *CLV3* and *KAN1* on the three-dimensional tissue template [7, 11]. An analytical study of equilibrium equations was conducted, which showed that the variation of a subset of parameters can produce all the possible behaviors. These parameters were updated in the optimization procedure (Supplementary Table 8).

A stochastic gradient descent and exploration algorithm was implemented to minimize a cost function defined by the square difference between the template and the equilibrium from the simulation of *WUS*, *CLV3* and *KAN1* mRNA levels summed over all cells [12, 7]. The algorithm is initiated with random values for parameters to be optimized and the cost function is computed after the model is simulated until equilibrium. One of the parameters is then randomly selected and its value is randomly increased or decreased by a fixed factor. The cost function is computed from a simulation using the new set of parameters. If the cost function value increases, the probability of modifying the same parameter in the same direction is decreased. If the value of the cost function decreases, the probability of taking the same step is increased. The gradient of the cost function and the optimal set of parameters is approached by repeating the procedure and updating the value of the parameters along with the probability to select and change a parameter in a given direction. Typically the algorithm was run for 10.000 steps and a parameter was increased or decreased by one percent of its previous value at each step, the initial values of parameters were randomly generated between 0 and 0.1 (uniformly). Once the threshold, t_c , of the cost function is attained ($t_c = 60$ was used), sets of parameters are considered as solutions. While the cost is below t_c , a parameter exploration is continued without updating the probabilities for selecting directions, and one set of parameters out of a thousand is stored for further analysis.

This optimization strategy resulted in 229 sets of parameters properly describing the observed gene expressions. An example of the model output for one selected set of parameter values is shown in Figure 5C-F in the main text and the values of the parameters are given in Supplementary Table 8.

Perturbations

We investigated the model behavior for several perturbations (17 in total). Out of all the tested perturbations, the model appear to qualitatively follow what was observed in experiments where these are available, and in addition the different parameter values gave consistent results (Table 1 in Main text, Supplementary Figure 7 and 12), showing a robust behavior for the model network. Below, the modifications applied to the model at each perturbation are described. In all cases, the perturbations are applied to the model for all the sets of parameters obtained from the optimization, after it reached its stable (equilibrium) state.

Loss-of-function The production of one of the proteins is decreased by a factor 10 (3 perturbations: *CLV3*, *WUS*, *KAN1*).

- Using *pCLV3::GUS* transfected *wus-1* plants, [10] shows the expression of *CLV3* drops to undetectable levels in mature embryos, this behavior is mirrored by all the model sets of parameters (Supplementary Figure 7a) and further exemplified in Supplementary Figure 3b where *CLV3* expression is undetectable. In addition the model predicts an expansion of the *KAN1* expression domain.
- A Dex-inducible *clv3* phenotype is described in [2]. Imaging shows expansion of both the *CLV3* and *WUS* expression domains. Application of the mutation to the computer model shows that the amount of both *WUS* and *CLV3* mRNA increases for the all the optimized sets of parameters, a reduction of the *KAN1* expression domain is also predicted (Supplementary Figure 7b). The expansion of the *CLV3* domain is exemplified in Supplementary Figure 3c.
- *KAN1* loss-of-function is described in [8] as having no noticeable effect on the SAM, and applying this perturbation to the model resulted in no effect.

Over-expression The production of one of the proteins (signaling molecules) is increased by a factor 10 (3 perturbations: *CLV3*, *WUS*, *KAN1*). Over-expression of *KAN1* did not have any effect on the model behavior.

- for *WUS*, the model predicts a decrease of *WUS* promoter activity, along with an increase of *CLV3* expression domain and an decrease of *KAN1* expression domain.
- such perturbations have been investigated in [13] and [14]. While a slight overexpression of *CLV3* does not appear to yield any difference in the system, consistently with the model, an important overexpression leads to a decrease of *WUS* promoter activity. Additionally, the model predicts a decrease of the native *CLV3* expression, and an increase of *KAN1* expression.

The behavior of the mutants in the simulations is the opposite of what is observed for loss-of-function mutants, *i.e.* when the expression of a gene increases in a loss-of-function settings it decreases in its over-expression counterpart and *vice versa* (see Supplementary Figures 7c,d and 3m,n).

Ubiquitous expression In addition to its normal expression, one gene is constantly expressed in every cell. The rate of this production is twice the rate of the mRNA degradation (3 perturbations: *CLV3*, *WUS*, *KAN*). This simulations are designed to emulate the expression of a gene under the control of the *CaMV* (cauliflower mozaic virus) *35S* promoter.

- Using Dex inducible *p35S::WUS* plants in [15], it was shown that the ubiquitous expression of *WUS* resulted in a dramatic expansion of the *CLV3* expression domain. A corresponding effect of the mutation is also observed with all the sets of parameters, along with an equally dramatic reduction of *KAN1* expression domain (Supplementary Figure 7e and example in Supplementary Figure 3d).
- SAM expressing *p35S::CLV3* constructions were observed in [13]. As observed in the corresponding simulations (Supplementary Figure 7f and example in Supplementary Figure 3e), no *WUS* mRNA was detectable. Another experiment using this construct is described in the main text. It shows a gradual expansion of the *KAN1* expression domain towards the Central Zone, as observed in Supplementary Movie 1. Although the expansion of the domain stops at the boundary with the Central Zone, the model predicts a complete coverage of the meristem. A few hypothesis can explain this scenario: the construction does not completely repress *WUS* expression (an example is presented in Figure 10, where *clv3* peptide is ubiquitously produced, but to a lower level), the complete transformation happens after 96h and is thus not captured by the experimental settings, or some additional *WUS*-independent mechanism prevents a complete transformation.
- Observing large perturbations of seedlings expressing *p35S::KAN1*, the authors of [8] suggest that they would also lack a SAM. This is coherent with the results obtained from the simulations in which, for all parameter sets, expression of both *WUS* and *CLV3* is largely inhibited (Supplementary Figure 7g and example in Supplementary Figure 3f). This perturbation is further discussed in section “Effect of *KAN1* on the core *WUS-CLV3* network”, additional data is also provided in Supplementary Figure 5 showing a decrease of *WUS* expression.

Mis-expression These perturbations mimic plants transfected with a construction including the promoter of one gene and the cDNA of another. In addition to its normal expression, one gene is expressed in the same location and amount as another (6 perturbations: *pWUS::CLV3*, *pWUS::KAN*[this work] and *pCLV3::WUS*[10], *pCLV3::KAN1*, *pKAN1::WUS* and *pKAN1::CLV3* (Supplementary Figures 12a-f and 3g-l)

- for *pWUS::CLV3*, the model predicts an decrease of *WUS* expression and an increase of *KAN1* expression.
- the *pWUS::KAN1* case is described in the main text and results in meristem arrest. Consistent with this observation, the corresponding simulations result in large decreases of *WUS* and *CLV3* expressions.

- *pCLV3::WUS* is described in [10]. In addition to the formation of a large apical dome, *WUS* and *CLV3* are strongly expressed in the 3 outer cell layers of the SAM. With all the sets of parameters, an increase of *WUS* and *CLV3* expression is observed, along with a reduction of *KAN1* expression. As exemplified in Supplementary Figure 3i, *WUS* and *CLV3* are also expressed in the 3 outer cell layers.
- for *pCLV3::KAN1*, the model predicts a decrease of both *WUS* and *CLV3* expression.
- for *pKAN1::WUS*, the model predicts an increase of *CLV3* expression along with a decrease of *KAN1* expression
- for *pKAN1::CLV3*, the model predicts a decrease of *WUS* expression along with an increase on *KAN1* expression

Transport malfunction mutants The diffusion rate of *WUS* is reduced to 0. This simulation mirrors the experiments described in [7], in which *WUS* is fused with 2 GFPs or a NLS in order to restrict its movement between cells. The two constructions are described as being unable to rescue *wus-1* mutants. Consistent with this observation, the corresponding simulations show an important reduction of *CLV3* expression, along with an increase of *KAN1* expression (Supplementary Figures 12g and 3o). The same perturbation was also applied to *CLV3*. The simulations predicts an increase of *WUS* expression along with a decrease of *KAN1* expression. The variation of *CLV3* expression varies depending on the sets of parameters (Supplementary Figure 12h). As the model does not include *CLV3* receptors, *CLV3* acts not only on the cells it reaches while diffusing, but also on the very same cells it is produced in (without leaving the cell). This behavior, along with these simulations results, might not be a valid description of biological reality.

Growth and cell division

In order to assess the robustness of the three gene expression domains to changes in cellular topology, the model was run with settings including cell growth and division [16, 17].

Supplementary Movie 2 uses the parameters described in Supplementary Table 3. The cells of the template are enclosed in a lid shaped as the third of a sphere. Cells are allowed to grow by increasing the cell radii and divide in two daughter cells when a threshold size is attained. A set of spring forces between cell centers moves cells apart when overlapping and back inside the lid when pushed out of it. Cells falling below the lower boundary of the lid are removed from the simulation. The two anchors are adapted to the dynamical conditions while the equations describing RNAs and proteins remain unchanged. Finally a set of variables and are added to account for cell divisions, spring forces and diffusion as the cell neighborhood varies over the simulation.

The movie shows that the expression domains of the three studied genes perfectly withstand the perturbations induced by the changing cell layout and remain largely constant while cells enter and exit the expression regions. Due to the heavy computations required for this type of simulation, it was performed only with this set of parameters.

Minimality

Our results show that the model is sufficient to describe both the correct gene expression patterning of the wild type meristem, and also known perturbations. Additionally, some experiments were conducted in order to see whether this model hosts any unnecessary interactions for achieving these results.

To check if the desired behavior could be achieved with reduced models, the optimization procedure described above was applied to a set of altered models.

In a first round of optimizations a model handling only the CZ and OC was used, a model able to describe both wild type and perturbations of *WUS* and *CLV3* expression ([7]). Drawn from this model, 4 altered models were designed, each one having one interaction less than the parent model. Out of these reduced models, and following an optimization procedure that ensured finding solutions for the parent model, only the model without the repression by *CLV3* on *WUS* achieved to get close to describing the correct gene

expression patterns of the wild type meristem. Further testing showed that applying a *clv3* loss-of-function mutation to solutions of this model does not have any effect. Those 4 models were thus discarded as potential descriptions of the gene expression in the SAM.

Second, we tested the remaining interactions with altered versions of the model including *KAN1* expression. Three additional models were designed, each one without one of the interactions involving *KAN1*. Loosing the L1 activation or the WUS repression of *KAN1* leads to mis-positioned *KAN1* expression domain, discarding the corresponding models. Finally, the *wild type* is correctly represented if the repression of *KAN1* on WUS is not present, also for the vast majority of the perturbations results are similar to the full model. However, the ubiquitous expression of *KAN1* or its mis-expression in the Organizing Center fail to induce a response of *WUS* or *CLV3*, leading to the inclusion of this interaction in the final model.

These experiments show that the model presented here represents a sufficient and minimal set of interactions required to describe the spatial organization of OZ, CZ and PZ in the SAM.

Sensitivity analysis

In order to analyse the sensitivity of the model to variations of its parameters, the value of the 37 parameters of the model have been increased by 1 percent. For each set of parameters and each parameter, the sensitivity has been computed following: $\frac{\Delta m}{\Delta p} \times \frac{p}{m}$, with p and Δp , the original parameter value and its variation and with m and Δm , the measure and its variation. In Supplementary Figure 13, the measure refers to the total expression of *WUS*, *CLV3* or *KAN1* and how this depends on all model parameters. In general, a robust behavior of the model to those perturbations was observed.

It appears that *WUS* and *CLV3* expression are on overall mostly sensitive to the same parameters, the parameters controlling their expression and the parameters controlling their anchors. Parameters controlling *KAN1* expression have a negligible impact on those two genes.

KAN1 expression is sensitive to variations of most of the parameters of the model, but especially to variations of those controlling its own expression and its anchoring.

KAN1 effect on the core *WUS-CLV3* network

As shown in [8] an ubiquitous expression of *KAN1* leads to a meristem arrest. Within the modeling framework presented here, we consider the meristem arrested when the expression of *CLV3* or *WUS* is lost or dramatically perturbed. Considering the expression domain of *KAN1* and the data presented in Supplementary Figures 11 and 5, we suppose that *KAN1*, likely in an indirect manner, leads to a loss of expression of *CLV3* or *WUS* where it is expressed. Three options can thus be considered to explain the arrest of a meristem harbouring a *35S::KAN1* construct.

- *KAN1* represses *WUS* (hypothesis h1, presented in the main text)
- *KAN1* represses *CLV3* (hypothesis h2)
- *KAN1* represses both *WUS* and *CLV3* (hypothesis h3)

Intuitively, in the h1 case, the loss of *WUS* induces a loss of *CLV3*. In the h2 case the loss of *CLV3* induces an overexpression of *WUS*, due to the loss of *clv3* repression of *WUS*. Finally in the h3 case, one expects to observe a loss of expression of the 2 genes.

If generally true, the latter scenario can produce more complex dynamics. If the repression of *WUS* by *KAN1* requires a more important *KAN1* concentration to occur than the repression of *CLV3* by *KAN1*. One can observe a transitory overexpression of *WUS* due to the early loss of *CLV3*. As the concentration of *KAN1* builds up in cells, *WUS* is eventually repressed.

Example dynamics of *WUS* and *CLV3* concentration upon ubiquitous expression of *KAN1* are shown in Supplementary Figure 6.

Finally, although hypothesis h1 and h3 can explain the loss of *WUS* expression upon ubiquitous expression of *KAN1* shown in Supplementary Figure 5 (as well as the arrested meristem of Supplementary Figure 11), the most parsimonious hypothesis, presented in the main text, is a repression of *kan1* on *WUS*. It is to be

noted that this repression might not be a direct effect, we consider more likely that the expression of *KAN1* in the rib meristem induces a cellular differentiation program resulting in the loss of *WUS* expression.

Implementation

All simulations were done using the Organism simulation package (<http://dev.thep.lu.se/organism>) using a 5th order Runge-Kutta solver with adaptative step size. Optimization and analysis scripts are in-house software developed in Python. All used software is available upon request, together with parameters and initial condition files.

References

- [1] Yadav, R. K., Girke, T., Pasala, S., Xie, M., and Reddy, G. V. Gene expression map of the Arabidopsis shoot apical meristem stem cell niche. *Proc. Natl. Acad. Sci. U.S.A.* **106**, 4941–4946, Mar (2009).
- [2] Reddy, G. V. and Meyerowitz, E. M. Stem-cell homeostasis and growth dynamics can be uncoupled in the Arabidopsis shoot apex. *Science* **310**, 663–7 (2005).
- [3] Sharma, V. K., Carles, C., and Fletcher, J. C. Maintenance of stem cell populations in plants. *Proc Natl Acad Sci USA* **100 Suppl 1**, 11823–9 (2003).
- [4] Ogawa, M., Shinohara, H., Sakagami, Y., and Matsubayashi, Y. Arabidopsis CLV3 peptide directly binds CLV1 ectodomain. *Science* **319**, 294 (2008).
- [5] Gordon, S. P., Chickarmane, V. S., Ohno, C., and Meyerowitz, E. M. Multiple feedback loops through cytokinin signaling control stem cell number within the Arabidopsis shoot meristem. *Proc Natl Acad Sci USA* **106**, 16529–34 (2009).
- [6] Jönsson, H., Heisler, M., Reddy, G. V., Agrawal, V., Gor, V., Shapiro, B. E., Mjolsness, E., and Meyerowitz, E. M. Modeling the organization of the WUSCHEL expression domain in the shoot apical meristem. *Bioinformatics* **21 Suppl 1**, i232–40 (2005).
- [7] Yadav, R. K., Perales, M., Gruel, J., Girke, T., Jönsson, H., and Reddy, G. V. WUSCHEL protein movement mediates stem cell homeostasis in the Arabidopsis shoot apex. *Genes Dev.* **25**, 2025–2030 (2011).
- [8] Kerstetter, R. A., Bollman, K., Taylor, R. A., Bomblied, K., and Poethig, R. S. KANADI regulates organ polarity in Arabidopsis. *Nature* **411**, 706–9 (2001).
- [9] Jönsson, H., Shapiro, B., Meyerowitz, E., and Mjolsness, E. Signaling in multicellular models of plant development. In *On Growth, Form and Computers*, Kumar, S. and Bentley, P., editors, 156–161. Academic Press, London, Jan (2003).
- [10] Brand, U., Grünewald, M., Hobe, M., and Simon, R. Regulation of CLV3 expression by two homeobox genes in Arabidopsis. *Plant physiology* **129**, 565–75 (2002).
- [11] Sahlin, P., Melke, P., and Jönsson, H. Models of sequestration and receptor cross-talk for explaining multiple mutants in plant stem cell regulation. *BMC systems biology* **5**, 2 (2011).
- [12] Gruel, J., Leborgne, M., Lemeur, N., and Theret, N. In silico investigation of ADAM12 effect on TGF-beta receptors trafficking. *BMC Res Notes* **2**, 193 (2009).
- [13] Brand, U., Fletcher, J. C., Hobe, M., Meyerowitz, E. M., and Simon, R. Dependence of stem cell fate in Arabidopsis on a feedback loop regulated by CLV3 activity. *Science* **289**, 617–9 (2000).
- [14] Muller, R., Borghi, L., Kwiatkowska, D., Laufs, P., and Simon, R. Dynamic and compensatory responses of Arabidopsis shoot and floral meristems to CLV3 signaling. *Plant Cell* **18**(5), 1188–1198, May (2006).
- [15] Yadav, R. K., Tavakkoli, M., and Reddy, G. V. WUSCHEL mediates stem cell homeostasis by regulating stem cell number and patterns of cell division and differentiation of stem cell progenitors. *Development* **137**, 3581–9 (2010).
- [16] Jönsson, H., Shapiro, B., Meyerowitz, E., and Mjolsness, E. Modeling plant development with gene regulation networks including signaling and cell division. In *Bioinformatics of genome regulation and structure*, Kolchanov, N. and Hofstaedt, R., editors, 311–318. Kluwer Academic Publishers, Boston (2004).
- [17] Jönsson, H., Heisler, M. G., Shapiro, B. E., Meyerowitz, E. M., and Mjolsness, E. An auxin-driven polarized transport model for phyllotaxis. *Proc Natl Acad Sci USA* **103**, 1633–8 (2006).

2 Supplementary Figures (1-13)

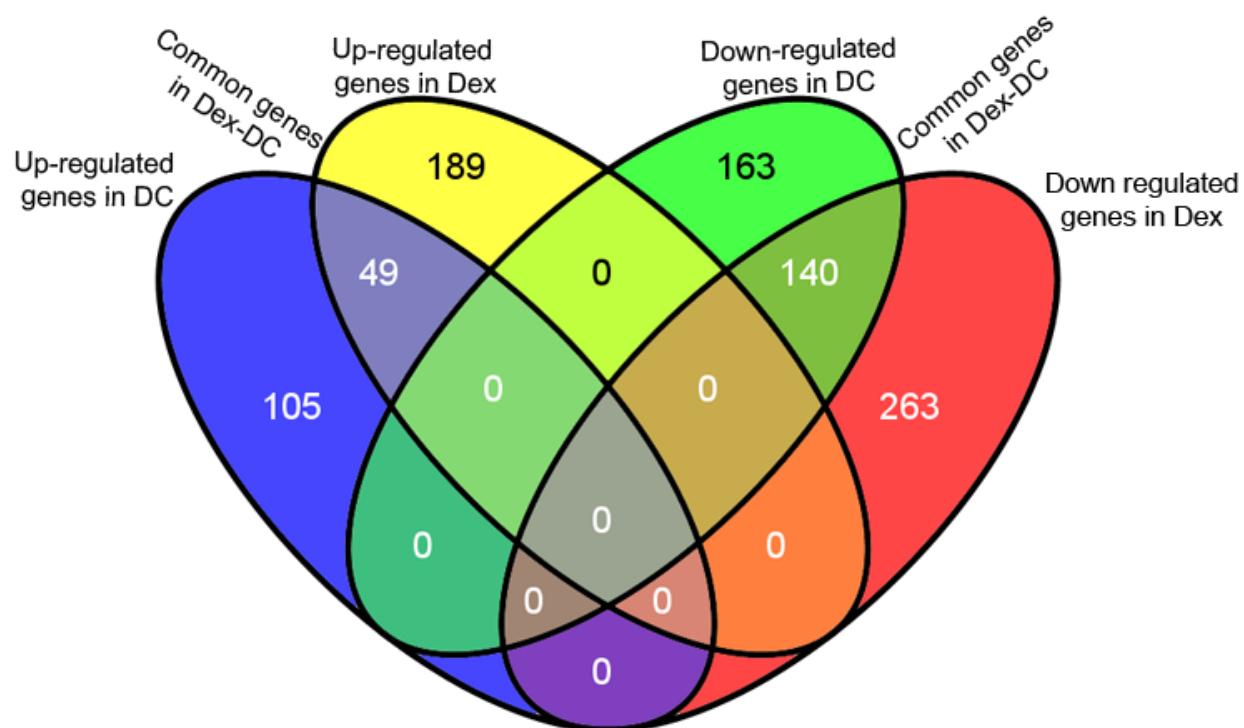

Supplementary Figure 1: **Four-way Venn diagram showing the distribution of *WUS* up and down regulated genes in Dex treatment alone and in Dex plus Cyc (DC) treatments.** Numbers within each sector represent number of *WUS*-responsive genes.

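By the test used here, 2 loci fell in the sector higher in both treatments and 12 in the sector lower in both. A further 100 were higher and 153 lower in Dex versus mock alone, 1 (*ANNAT4*) was higher and 9 were lower in Dex+Cyc versus Cyc alone, and the sectors of opposite direction held 0. *KAN2*, *KNAT1* and *GRF6* stand among the 153, and *ASA1*, *RAP2.2* and *NIT4* among the 9. A place in a sector does not show a difference between the treatments, as the adjusted p for it was 0.922 in *KNAT1* and 0.546 in *ASA1*.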

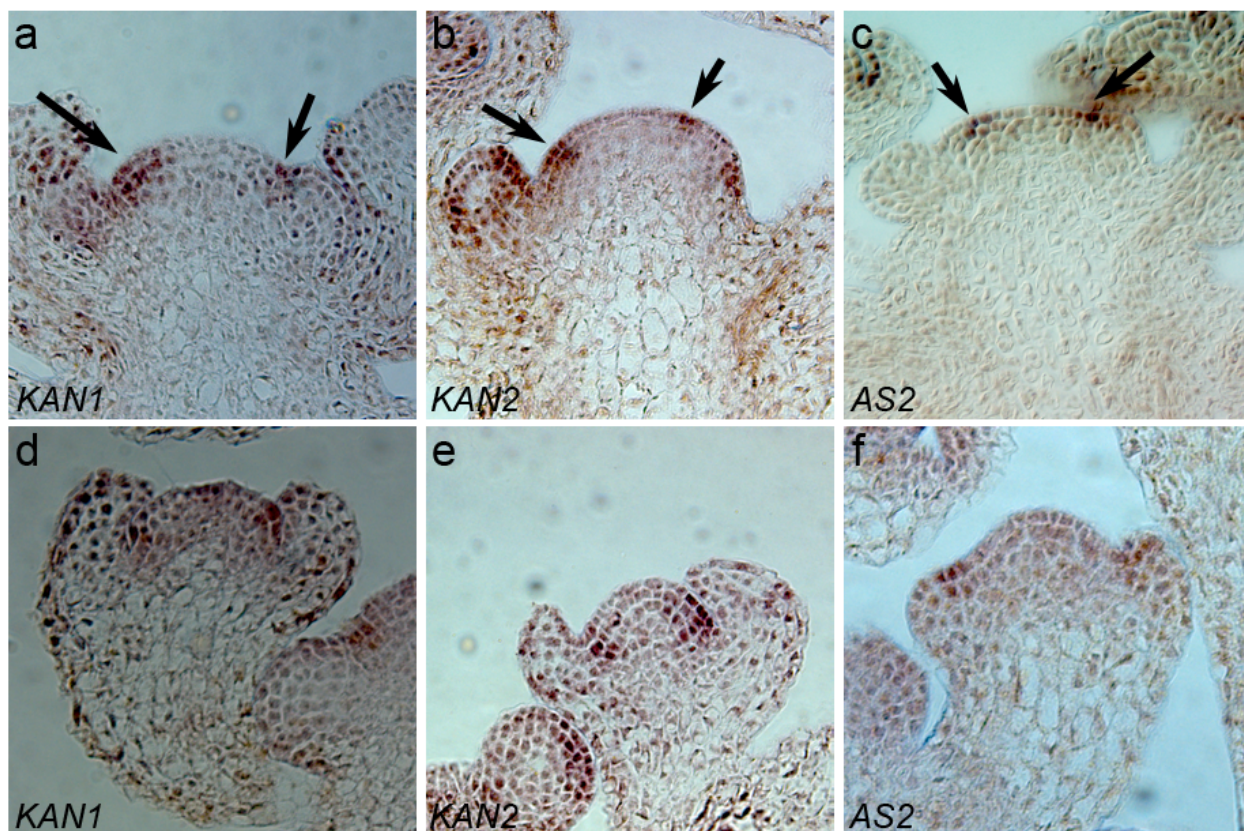

Supplementary Figure 2: **Expression patterns of differentiation promoting transcription factors.** RNA localization patterns of *KAN1* (a), *KAN2* (b) and *AS2* (c) in SAMs and *KAN1* (d), *KAN2* (e) and *AS2* (f) in developing flowers. Arrows indicate RNA accumulation in differentiating peripheral zone cells.

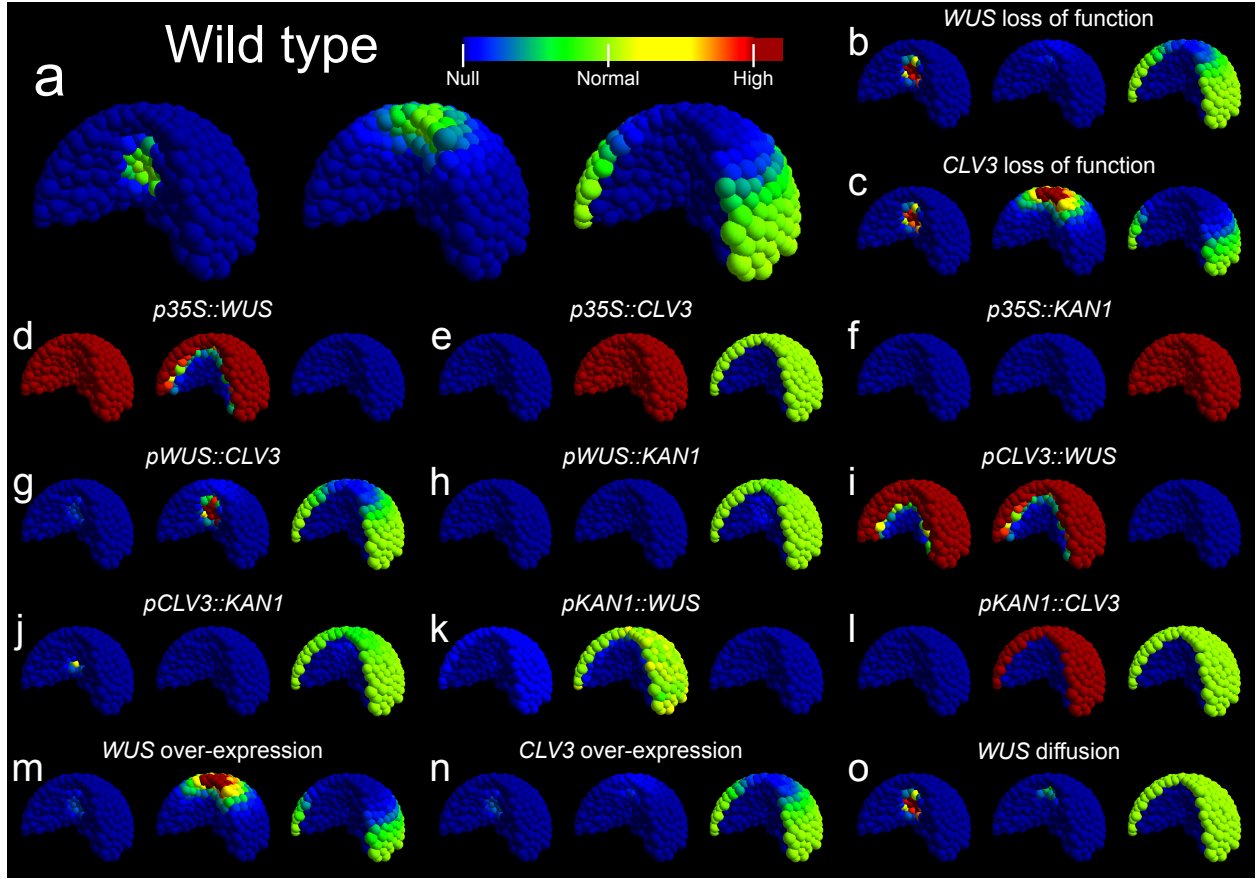

Supplementary Figure 3: **Mutant examples.** Perturbation behavior for the model using the parameter values from Supplementary Table 8 and perturbations as described in the Supplementary Information. Each sub-figure shows OZ (*WUS*, left), CZ (*CLV3*, middle), and PZ (*KAN1*, right) expressions. The color scale label 'normal' indicates the template defined expression level. a) Wild type. b)-c) loss-of-function mutants. d)-f) ubiquitous expression mutants. g)-l) mis-expression mutants. m)-n) over expression mutants (increased promoter strength). o) *WUS* transport malfunction mutant.

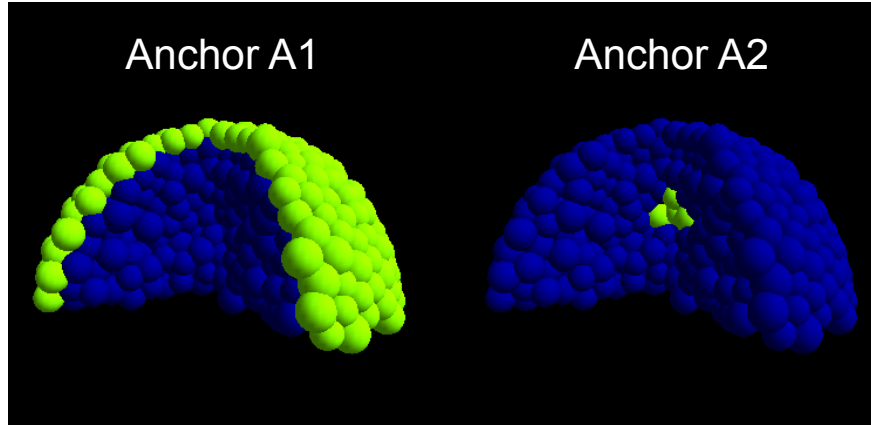

Supplementary Figure 4: **Position of the anchors.** Anchors for co-regulating *CLV3* and *KAN1* (left) and *WUS* (right) expression. These anchors are set to one in the green cells and kept constant throughout the simulations.

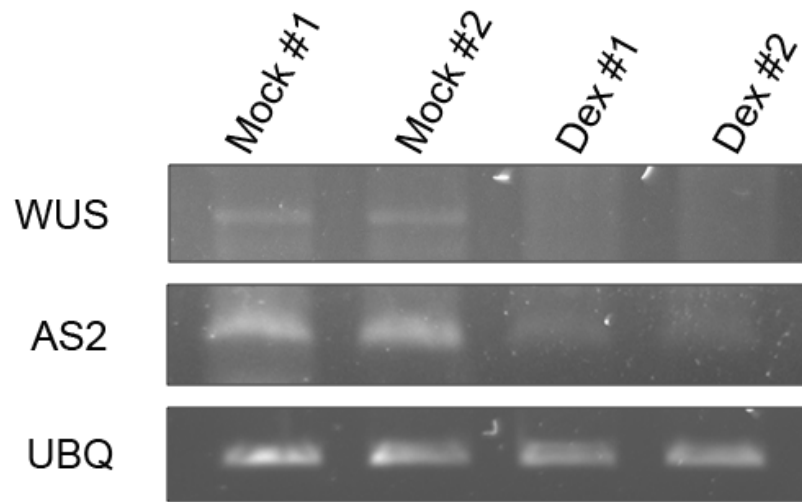

Supplementary Figure 5: **Constitutive expression of *KAN1* represses *WUS* expression.** RTPCR analysis of *WUS* and *AS2* (a known repressed target of *KAN1*) was performed on RNA extracted from finely dissected vegetative meristem of *35:KAN1-GR* seedlings grown on 10 uM Dex and Mock plates for five days. Two biological replicas were analyzed. Ubiquitin was used as internal reference. Note downregulation of both *WUS* and *AS2* expression.

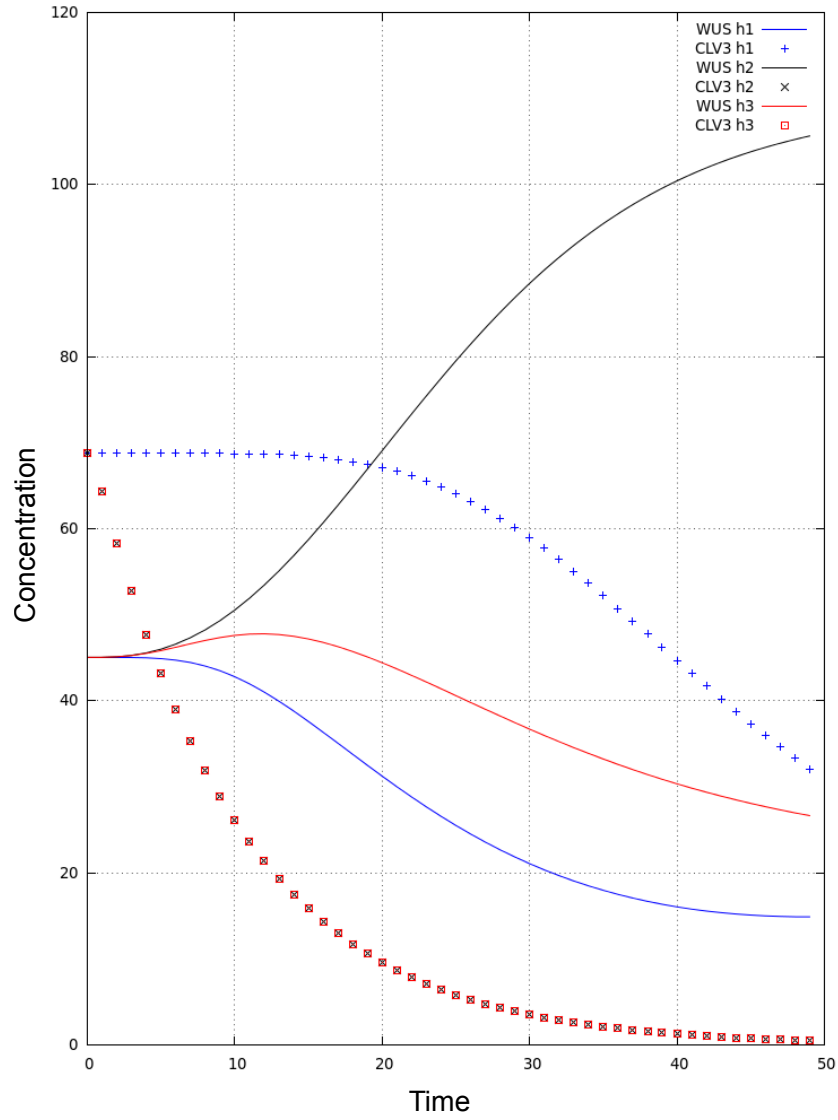

Supplementary Figure 6: **Effect of *KAN1* ubiquitous expression.** x axis represents time after ubiquitous expression of *KAN1* and y axis represents concentration of *WUS* and *CLV3* summed over all meristem cells, both are arbitrary units. Three hypothesis (h1, h2 and h3) are presented and described in section “*KAN1* effect on the core *WUS-CLV3* network”. In h1 and h3: $k_{k/W} = 5$, in h2 and h3: $k_{k/C} = 0.01$. In h3, note the transitory overexpression of *WUS* due to $k_{k/W} \gg k_{k/C}$.

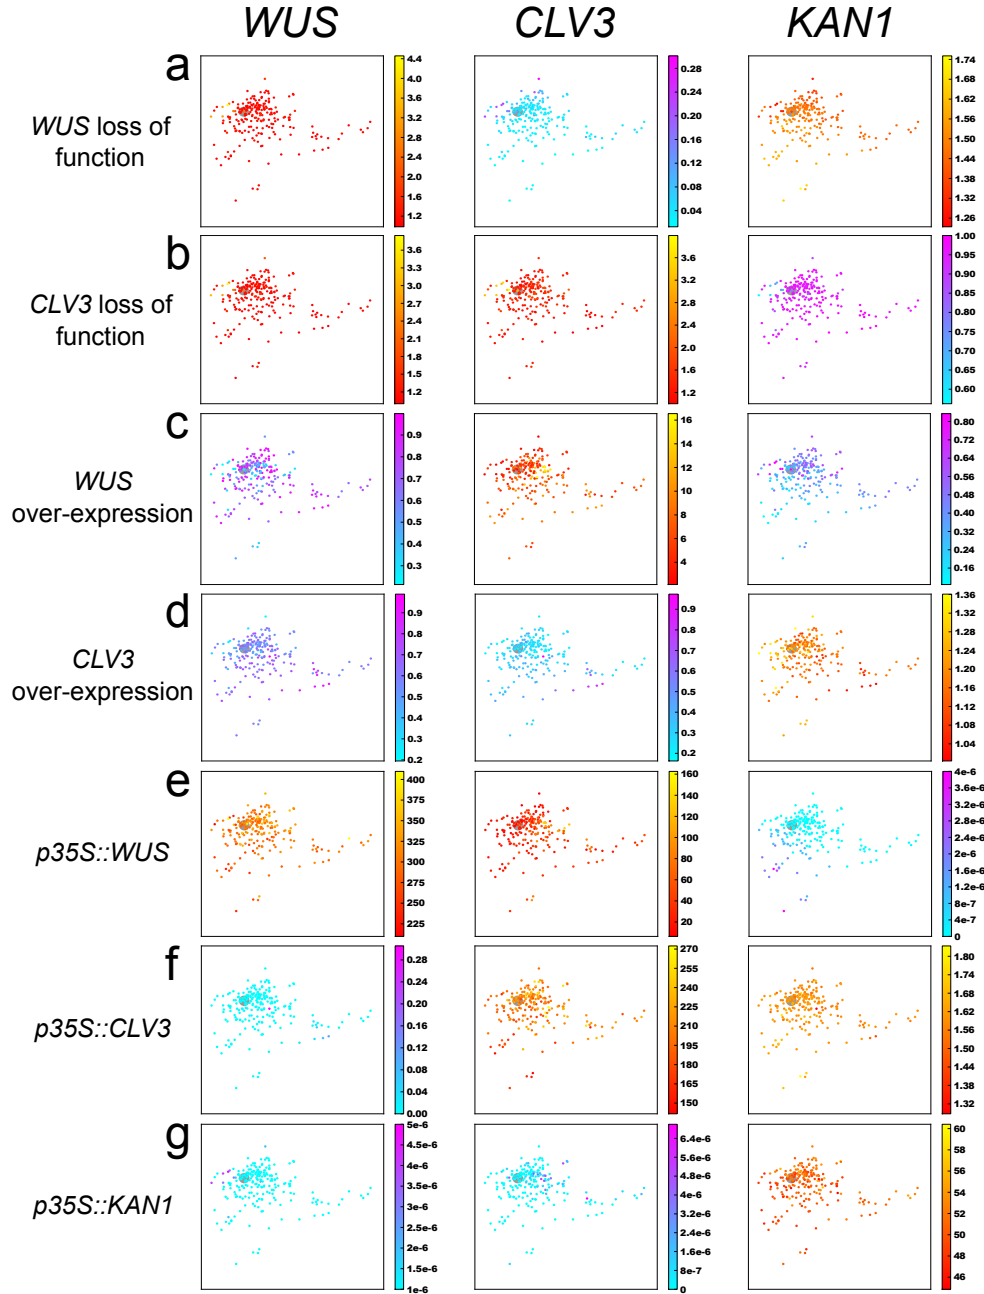

Supplementary Figure 7: **Loss-of-function and over-expression mutants.** Parameter sets are displayed using principal component analysis (first and second principal directions, *cf.* Figure 5b in main text). The color scale represents the variation of the expression of the considered gene between the wild type and the considered mutant. The three columns show the change in OZ/*WUS* (left), CZ/*CLV3* (middle), and PZ/*KAN1* (right) expression. The gray disc is centered on the parameter set exemplified in Supplementary Figure 3 (Supplementary Table 8). a) loss-of-function mutants for *WUS* and b) *CLV3*. c) overexpression (increased promoter activity) mutants for *WUS* and d) *CLV3*. e) Ubiquitous expression mutants of *WUS*, f) *CLV3*, and g) *KAN1*. See Supplementary Information for description of mutant implementations.

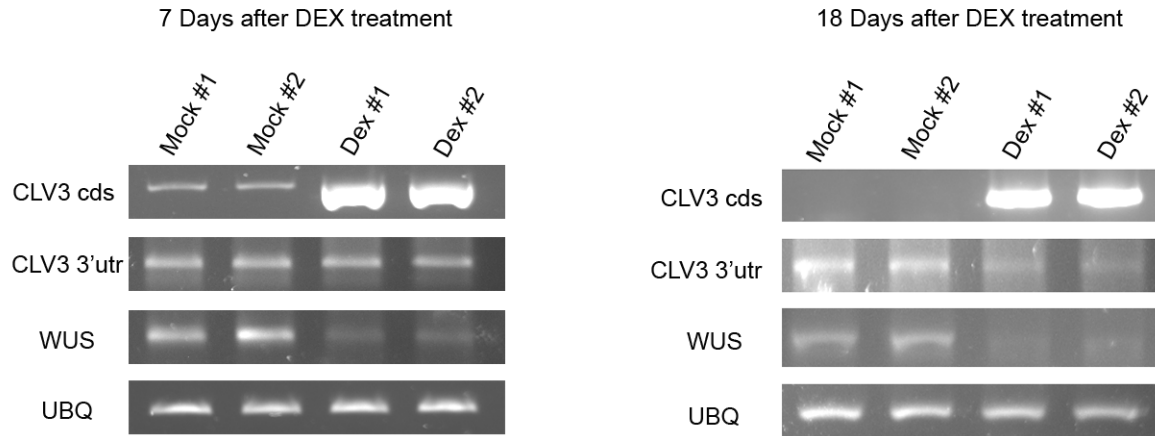

Supplementary Figure 8: **Effect of constitutive *CLV3* overexpression on in vivo *CLV3* and *WUS* transcript levels.** RTPCR analysis was performed on RNA extracted on finely dissected meristems of 7 days and 18 days old *35S::GR-LhG4;6XoP::CLV3* seedlings grown on 10 uM Dex and Mock plates. Two biological replicas were analyzed. Ubiquitin was used as internal reference.

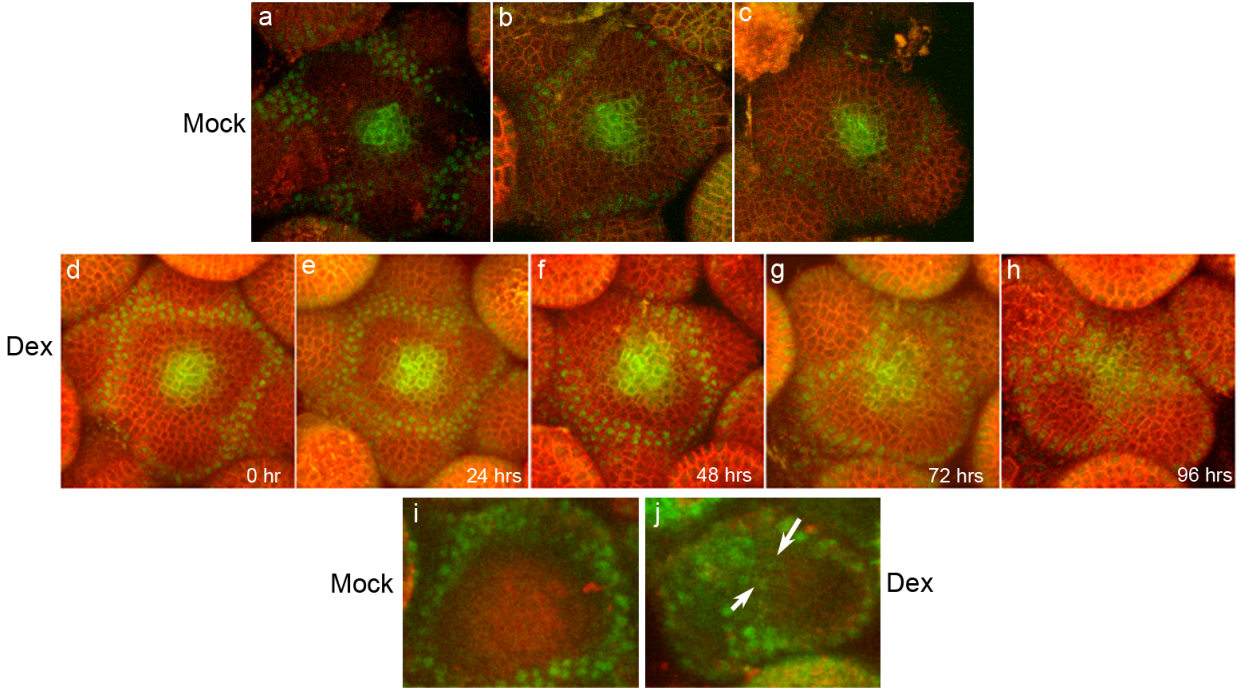

Supplementary Figure 9: **Premature differentiation of stem cell progenitors upon transient increase in *CLV3* levels.** (a-h) 3D-reconstructed top views of SAMs labeled with stem cell/CZ - *pCLV3::mGFP5-ER* [endoplasmic reticulum localized GFP] and the *pKANADI1::KANADI1:GFP* [nuclear localized GFP] reporter expressed in differentiating cells located at the outer edges of the PZ. (a-c) A time lapse series showing *pCLV3* and *KAN1* expression in mock-treated *35S::GR:LhG4; 6XOP::CLV3* plants and (d-h) dex- treated *35S::GR:LhG4; 6XOP::CLV3* plants. Total time elapsed upon mock or dex treatment is indicated on each panel. (i) and (j) are mock- and dex-treated (for 5 days) *35S::GR:LhG4; 6XOP::CLV3* plants respectively that carry only *pKAN1::KAN1:GFP* transgene (green). Arrows in (j) shows few *KAN1* expressing cells.

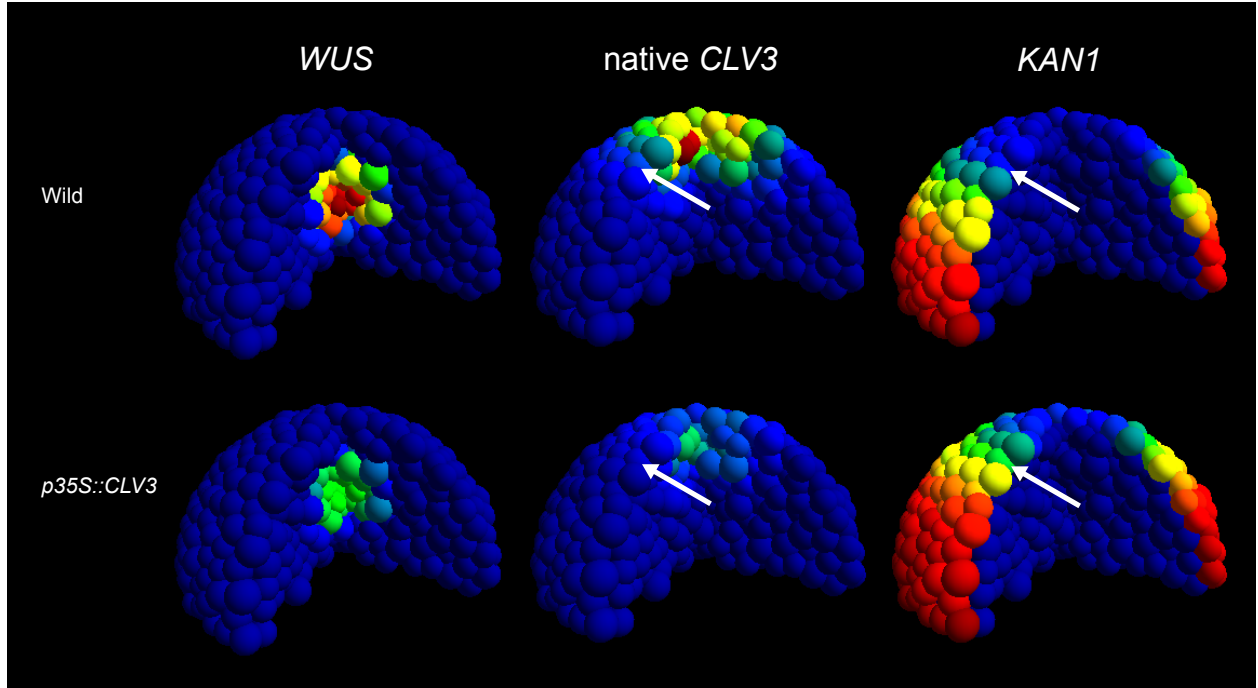

Supplementary Figure 10: ***p35S::CLV3***. Comparison between wild type gene expression patterns and a *p35S::CLV3* construct (low efficiency). The colour scheme is relative to the highest and lowest concentrations in the simulation. The simulation is implemented so that the native *CLV3* is visible (central row). Left and right rows present *WUS* and *KAN1*, respectively. Top line shows wild type and bottom line shows the *p35S::CLV3* perturbed expressions. As presented in the counterpart experimental Supplementary Figure 9, the expression domain of *KAN1* extends towards the central zone, without covering it.

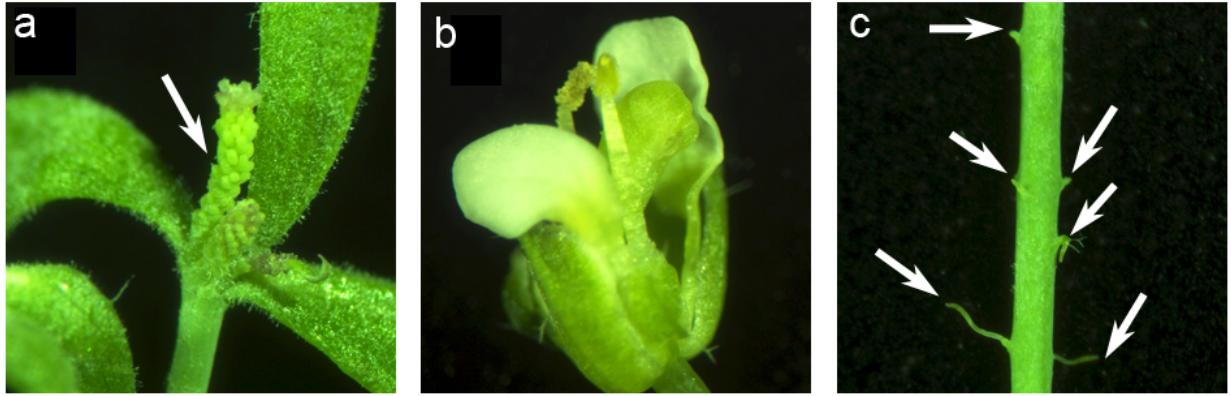

Supplementary Figure 11: **Mis-expression of *KANADI1* in the niche/organizing center (*WUS* expression domain) leads to shoot and floral meristem defects.** (a) A 25-day old plant showing SAM terminated with a cob-like inflorescence consisting of arrested floral buds. (b) a representative flower showing reduced floral organs. (c) Arrows indicate filamentous structures arranged on inflorescence stem. Pattern of arrangement suggests that they could be arrested floral buds.

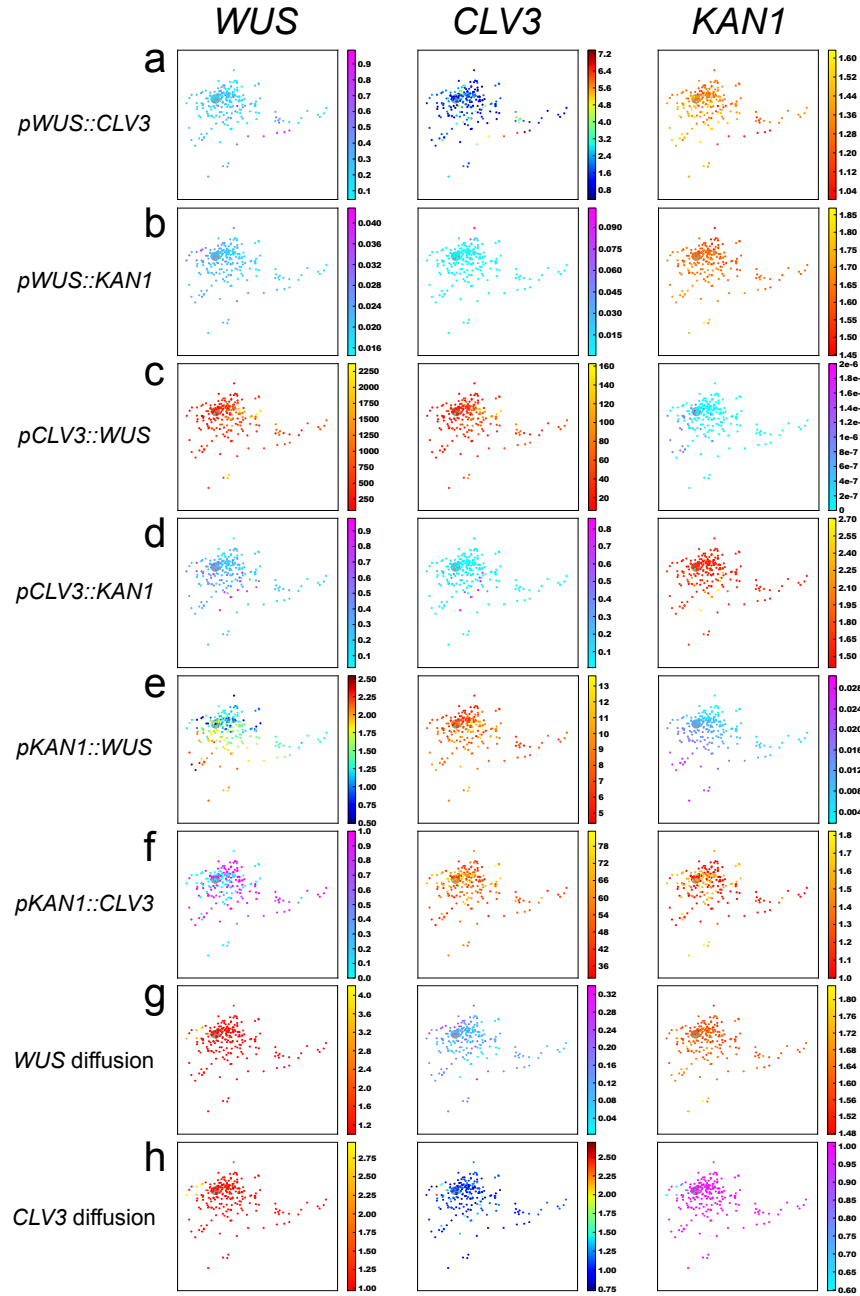

Supplementary Figure 12: **Mis-expression and diffusion mutants.** Parameter sets are displayed using principal component analysis (first and second principal directions, *cf.* Figure 5b in main text). The color scale represents the variation of the expression of the considered gene between the wild type and the considered mutant. The three columns show the change in OZ/*WUS* (left), CZ/*CLV3* (middle), and PZ/*KAN1* (right) expression. The grey disc is centered on the parameter set exemplified in Supplementary Figure 3 (Supplementary Table 8). a) mis-expression mutants for *pWUS::CLV3*, b) *pWUS::KAN1*, c) *pCLV3::WUS*, d) *pCLV3::KAN1*, e) *pKAN1::WUS*, and f) *pKAN1::CLV3*. g) Transport malfunction mutants for *WUS* and h) *CLV3*. See Supplementary Information for description of mutant implementations.

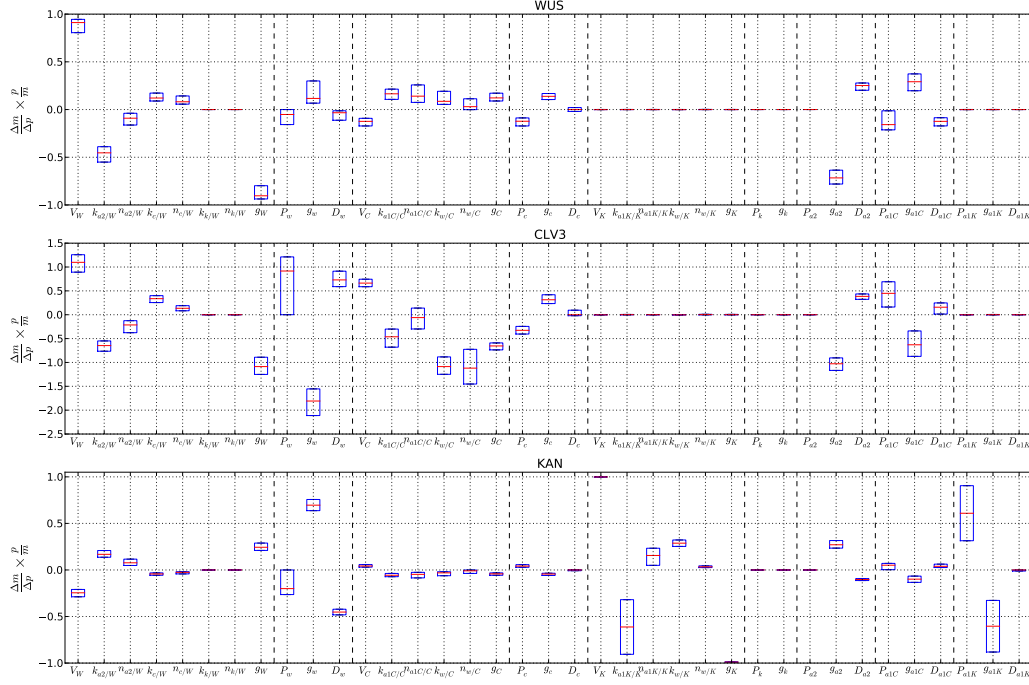

Supplementary Figure 13: **Sensitivity analysis.** For each gene, the sensitivity of the 229 sets to their parameter variations are plotted with boxplots, the median variation is marked with a red line, the extent of the boxes display the lower and upper quartiles of the data. The dashed lines separate the parameters directly affecting the involved species: from left to right, *WUS*, *wus*, *CLV3*, *clv3*, *KAN*, *kan*, *a2*, *a1c* and *a1k*, respectively.

3 Supplementary Tables (1-8)

Supplementary Table 1: **DEG Analysis of *WUS-GR* responses mapped to three cell types** In this table columns E and F represent DEX / MOCK set, columns G and H represent DEXCYC / CYC set for *35S::WUS-GR ap1-1;cal1-1* DEG analysis. Columns I-P display 3 SAM cell samples (CLV3p, FILp and WUSp) including the comparison of protoplasted ap1-1;cal1-1 SAMs (IND) with non-protoplasted SAMs (UNIND). All samples shows log2 fold change values and the adjusted p-value (FDR) of the LIMMA package (*e.g.* DEX_Mock_4hrs_fold_change and Dex_Mock_4hrs_adj_p-value). The GCRMA normalized expression values from Supplementary Table 5 were used for the DEG analysis. The column D provide 2 fold up regulated DEGs relative to 2 other samples for cell types. An overlap of *WUS-GR* data set with cell type data set is shown in Figure 2A-D. In addition, the table contains in column Q the detected genes for CLV3p, FILp and WUSp cell samples, respectively. For this MAS5 algorithm was used to make PMA calls, a genes scored as P in all the replicate was considered present and counted once (Supplementary Table 6).

Supplementary Table 2: ***WUS-GR* up and down regulated transcripts in the presence of Dex.**
Down regulated genes were sorted from Supplementary Table 1 after applying (≤ 2 fold; $p > 0.01$).

Supplementary Table 3: ***WUS-GR* up and down regulated transcripts in Dex + cycloheximide.**
Up regulated genes were sorted from Supplementary Table 1 after applying (≥ 2 fold; $p > 0.01$).

Supplementary Table 4: **GO Term Enrichment for *WUS* regulated transcriptome.** The table provides the GO term enrichment data for *WUS* regulated transcripts from Supplementary Table 3. The columns provide *WUS* up and down regulated set identifiers (DEG Sets), their sample sizes (Sample SZ), the GO identifier, the number of genes in the genome associated with a GO term (Node Size), the number of genes in the test sample associated with a GO term (Sample Match), the p-value of the hypergeometric distribution test (P-value), the Bonferroni corrected version of this p-value (P-value adjusted), the GO term, the Ontology type, and the Arabidopsis genes associated with a given GO term in the test sample (Sample AGIs).

Supplementary Table 5: **GCRMA Normalized Expression Values** The table provides GCRMA normalized expression values of CYC (cycloheximide), DEX (dexamethasone), DEXCYC (dexamethasone plus cycloheximide) and MOCK treated *35S::WUS-GR ap1-1;cal1-1* in columns (D-O). Three cell types (CLV3p, WUSp and FILp) GCRMA normalized expression values presented in columns (P-V). In addition, GCRMA normalized values for protoplasting induced and un induced replicates also provided in columns (X-AA).

Supplementary Table 6: **MAS5 Normalized Expression Values with Present Call Information** This table provides mean of MAS5 normalized expression values for three cell types with PMA calls. The present call information (PMA values) from the Wilcoxon signed rank test of the MAS5 algorithm is provided for the cell types in column (e.g. CLV3p_PMA calls). The probe set showing present calls in all the replicate of a sample was considered as positive.

Supplementary Table 7: **List of primers used in this study**

V_C	$0.6755^{+7.7405}_{-0.0484}$	$k_{a1c/C}$	$0.04344^{+0.4220}_{-0.0022}$	$k_{w/C}$	$0.08876^{+0.2225}_{-0.0045}$	g_C	0.1
P_c	0.1	g_c	0.1	D_c	$3.5429^{+4.8937}_{-0.0005}$	V_W	$0.2368^{+0.4025}_{-0.0536}$
$k_{a2/W}$	$0.0239^{+0.1255}_{-0.0014}$	$k_{c/W}$	$0.0473^{+6.6450}_{-0.0265}$	$k_{k/W}$	0.01	g_W	0.1
P_w	0.1	g_w	0.1	D_w	$0.0424^{+0.1134}_{-0.0132}$	V_K	$0.1887^{+0.3745}_{-0.0806}$
$k_{a1k/K}$	$0.1898^{+0.9541}_{-0.0082}$	$k_{w/K}$	$0.0039^{+0.0149}_{-0.0003}$	g_K	0.1	P_k	0.1
g_k	0.1	D_k	0	P_{a1c}	$0.0098^{+0.1639}_{-0.0007}$	g_{a1c}	0.1
D_{a1c}	$0.0245^{+0.0774}_{-0.0011}$	P_{a1k}	$0.0209^{+0.2600}_{-0.0027}$	g_{a1k}	0.1	D_{a1k}	$0.0008^{+0.0154}_{-1.1230e-5}$
P_{a2}	$0.0656^{+0.3325}_{-0.0035}$	g_{a2}	0.1	D_{a2}	$0.0071^{+0.0835}_{-0.0005}$	n	2

Supplementary Table 8: **Parameter values.** In red are the parameters where values have been obtained via optimization. The values are the ones used in all example simulations. The underscripted values preceded by a minus sign are the minimal values in the set of 229 parameter values obtained in the optimization, the upperscripted values preceded by a plus sign are the maximal values in this set.

4 Supplementary Movies (1-2)

Supplementary Movie 1: ***p35S::CLV3* simulation.** From left to right: *WUS* expression domain, *CLV3* expression domain, *KAN1* expression domain.

Supplementary Movie 2: **Growth and cell division simulation.** From left to right: *WUS* expression domain, *CLV3* expression domain, *KAN1* expression domain.

# Supplementary material for: Plant stem cell maintenance involves direct transcriptional repression of differentiation program
**Source:** Mol Syst Biol. 2013 Apr 2;9:654. doi: 10.1038/msb.2013.8
**Supplement:** Supplementary Table 7 — List of primers used in this study

Supplementary Table 7

**Table S7**. List of primers used in this study.

How the deposited data were processed for this re-analysis (not part of the article)

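Gene expression was measured on 12 Affymetrix ATH1 arrays, 3 for each of the mock, Dex, Cyc and Dex+Cyc treatments, from SAMs of *ap1-1;cal1-1* plants with *35S::WUS-GR*. The deposited values are MAS5 signals, an intensity per probe set on a linear scale, which the authors made with each array scaled to a mean of 500 after trimming 2% of the values at each end. The submitters' processing notes name MAS5 and affy, and their versions are not given in the sources used here. No detection calls were used. The paper's own test used GCRMA values, which were not analysed here in full: of Supplementary Tables 1, 5 and 6 the first 1695, 1230 and 1165 rows were held, and no overlap or enrichment test was run on them.

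Of the 22810 probe sets, 64 controls were left out. The platform table gave 13513 probe sets 1 gene symbol and 503 several, and 8730 were not in it. With the supplementary tables, 14500 probe sets had a locus (14353 distinct loci), 421 of them only through the study's lists of changed genes, and 2423 had a symbol; the rest are unnamed here. Of several probe sets of a locus the one with the highest mean was kept, which left 22599 loci. No locus was filtered for a low signal.

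Signals were taken as log2 without an added value. One limma fit with 4 group means gave Dex versus mock, Dex+Cyc versus Cyc, the difference between these effects, and Cyc versus mock, with variances moderated by eBayes (1.34 prior degrees of freedom) and p-values adjusted by Benjamini-Hochberg. Loci were called at an adjusted p under 0.01 and at least a 2-fold change, as in the paper's methods. Group values are means ± SD of the signals of 3 arrays, while fold changes come from the fit. No depth applies to arrays, and their number limits the precision.

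The design, the comparisons, 30 gene lists, the rule for named genes and the alternatives were fixed before the data were examined, after the paper and its supplementary tables had been read. The rule takes every gene the paper names for these arrays, the 10 called loci with a symbol and the largest change in each direction of the Dex comparisons (5 for Cyc versus mock), with all arrays of the groups apart, and for a described list the members with the smallest adjusted p. Other genes are named because a set of the study or a short count holds them, and were chosen after their values were seen. Of the lists, 5 had at least 5 measured members whose locus was not named through the study's lists of changed genes alone. These were tested with camera at a preset correlation of 0.01: organ polarity, organ growth, vasculature, Aux/IAA, and touch and stress immediate early genes. Members that the paper names from these arrays, such as *KAN2*, *YAB3*, *ANAC083* and *UFO*, were kept in them. The study's sets of Supplementary Table 4 were only counted.

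Alternatives were quantile normalization, median centring, log2(value + 32), leaving out the dimmest 40% of probe sets, the replicate number as a block, only the 6 arrays of a comparison, a variance trend with robust shrinkage, array weights, all probe sets, an adjusted p under 0.05, a test for a change above 1.2-fold (limma's treat), an estimated correlation for the lists, and each array left out in turn. The fit and camera were tested on simulated data with noise drawn independently for each locus. The list results therefore do not show how often camera calls lists whose members are correlated. In Dex versus mock, over 22599 loci, 14% of 50 loci changed by 2-fold, 48% of those changed by 3-fold and 64% of those changed by 4-fold were called, and in Dex+Cyc versus Cyc 10%, 46% and 66%; 5 of 5 shifted lists and 0 of 15 others were called by camera. Of 200 loci changed by 4-fold, 55.5% were called in the difference between the Dex effects and 58.5% in Cyc versus mock, where camera called 5 of 5 shifted lists and 0 of 15 others; 1 and 2 unchanged loci were called. Python 3.11.15 (pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, matplotlib 3.10.9), R 4.3.3 and limma 3.58.1 were used.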

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

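The tests of array scaling and of separate experiments as the origin of the difference between Cyc and mock were chosen only after the result was seen, as was the ratio for loci picked in the Cyc arrays.

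The paper does not report Cyc against mock, where 1876 loci were higher and 1654 lower at its thresholds, a signal in a comparison outside those it discusses. At an adjusted p under 0.05 without a fold threshold 3289 were higher and 5977 lower, the median log2 fold change of all loci was -0.18, and 1932 were higher and 2367 lower when limma tested for a change above 1.2-fold. The 5 tested touch and stress genes all rose, with a median log2 fold change of 5.04: *WRKY53* by 6.83, *STZ* by 6.49, *ERF6* by 5.04, *ZAT6* by 4.57 and *CML38* by 4.49 (5 of 5 when adjusted over the list alone; camera, adjusted p = 2.0e-06, and adjusted p = 0.0622 with an estimated correlation). The largest increases with a symbol were those of *ZCF37* (10.49), the auxin conjugation gene *GH3.1* (10.07), *DLAH* (9.78), *CYP81F2* (9.27) and *CML37* (8.96), and *CYP83A1*, *NPY4*, *OPT7*, *BOR1* and *RALFL32* fell, with log2 fold changes of -4.08, -3.13, -2.78, -2.78 and -2.77. The mock signals of the 5 genes with the largest increases were 3.65 to 16.7, near the median of 10.9 in the dimmest of 5 brightness groups, so the sizes and the order of these increases are uncertain, as are those of the falls of *CYP83A1* and *NPY4*, to Cyc signals of 7.03 and 8.01. Of 9 tested Aux/IAA genes, 5 were higher and 1 lower at an adjusted p under 0.05 (5 and 2 when adjusted over the list alone; camera, adjusted p = 0.0202, and adjusted p = 0.0623 with an estimated correlation): *IAA30*, *IAA1* and *IAA29* had log2 fold changes of 2.97, 2.31 and 2.07 and *IAA33* one of -3.77. The organ polarity, organ growth and vasculature lists were not called (adjusted p = 0.531, 0.705 and 0.236).

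Scaling of the arrays by one factor is argued against as the whole origin of these calls, since it shifts all log2 fold changes alike and no shift taken away left fewer than 3023 calls. The balance of higher and lower calls does depend on it, with 2375 and 648 after a shift of -0.3 on the log2 scale was taken away. What stays open is the inhibitor against the experiment: the paper calls the Cyc treatments independent experiments, and the first principal component, with 85.1% of the variance, parts the arrays by both, so that the 2 cannot be told apart without arrays of one experiment with and without Cyc. The 6 arrays allow 10 splits, too few for a share under 0.05: 3530 loci were called, at most 1 in another split, and 2 lists, at most 1 in another.

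The Dex effect differed between the treatments, by a test of the difference itself, at 2 loci, which were chosen for mention after their values were seen. A probe set without a name had a difference of -4.12 (adjusted p = 0.0016), with mean signals of 4.86 in mock, 81.8 in Dex, 309 in Cyc and 294 in Dex+Cyc. *AT2G10970* had a difference of 5.92 (adjusted p = 0.00245), with dim signals of 35.7, 3.00, 4.23 and 22.1 in that order. Signals of 4.86 at the first locus and 3.00 at the second lie below the median of 10.9 in the dimmest of 5 brightness groups, so the sizes of both differences are uncertain. Of 100 splits of the Dex label within the Cyc and the other arrays, 4 gave a count as large as the real 2, and 1 gave 683; it exchanges Dex+Cyc and Cyc, so that the Dex effects of both comparisons add. Such splits take away the Dex effects themselves, so they do not test a difference between them, and whether chance gave the 2 loci stays open. The count was 0 in limma without Mock replicate 2, Dex replicate 1, Cyc replicate 1 or 2 or Dex+Cyc replicate 3 (1643 to 2181 at an unadjusted p under 0.05) and 1 without Mock replicate 3 or Dex replicate 2 or 3.

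Among loci picked in Dex versus mock, Dex effects were smaller with Cyc than without. Loci were chosen without one Dex and mock pair, at an adjusted p under 0.05, as a stricter threshold left none in a fit. Their median log2 fold change with Cyc was 0.553 ± 0.0458 (SD over 3 pairs) of that of the left-out pair. The pairs were formed by replicate number and the 3 ratios share the Dex+Cyc and Cyc arrays, so the SD of such ratios is not that of independent values. Whether signal raised by Cyc compresses these effects was not decided. The ratio was 0.670 ± 0.051 over loci not called higher in Cyc than in mock, but this set keeps loci raised by less than 2-fold. For loci picked in the Cyc arrays, looked at afterwards, the ratio of the log2 fold change without Cyc to that of the left-out pair was 0.976 over 59 loci and 1.15 over 28 for the first 2 pairs, and the pair of replicate 3 gave none. A left-out pair removes noise from the choice of loci but not the choice of loci with large effects in one comparison, so this selection is not ruled out. A weaker response under the inhibitor stays open as well, as does a difference between the experiments, which may not be separable from it.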

How the results depend on the processing

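The lists with members named only by the study's own lists were chosen after seeing the data; with them 9 list tests were called against 6.

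The Dex versus mock count of 267 became 423 without the dimmest 40% of probe sets (238 of the 267 kept), 461 with a variance trend and robust shrinkage (260 kept), 552 at an adjusted p under 0.05 and 119 in the test above 1.2-fold, and 44 (without Dex replicate 3) to 194 (without Mock replicate 2) without single arrays. The Dex+Cyc versus Cyc count of 24 became 137 with log2(value + 32), 155 without dim probe sets (22 kept), 172 with the trend (24 kept), 80 with array weights, 186 at an adjusted p under 0.05, 1 above 1.2-fold and 0 to 4 without single arrays (0 without Cyc replicate 3 or Dex+Cyc replicate 1 or 3, with 2724, 2695 and 2442 at an unadjusted p under 0.05 in limma). With only the 6 arrays of a comparison limma called 0 in both (3748 and 3025 at an unadjusted p under 0.05), and this leaves 0 shared loci and 0 of the paper's lists. The difference between the Dex effects was called at 0 loci with log2(value + 32) (2058 at an unadjusted p under 0.05 in limma), 5 without dim probe sets (0 of the 2 kept), 13 with the trend (1 kept), 6 at an adjusted p under 0.05 and 0 to 3 without single arrays (0 without Mock replicate 2). The shared count of 14 was 57, 89, 98, 45, 95 and 1 with log2(value + 32), without dim probe sets, with the trend, with array weights, at an adjusted p under 0.05 and above 1.2-fold, and 0 (without Cyc replicate 3, for one) to 7 (without Dex replicate 1). Of the paper's listed genes, 243 were called in the listed direction, and 403, 465, 481, 490 and 101 with log2(value + 32), without dim probe sets, with the trend, at an adjusted p under 0.05 and above 1.2-fold, and 34 (without Dex replicate 3) to 190 (without Cyc replicate 1) without single arrays. Of 6 list calls, 3 held with an estimated correlation: organ polarity in both Dex comparisons and organ growth with Cyc. The causes were not tested, except that fewer arrays or a looser threshold act by construction.

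With the replicate block, limma called 98 loci in Dex versus mock, 0 in Dex+Cyc versus Cyc (3039 at an unadjusted p under 0.05), 0 in the difference (1803 at an unadjusted p under 0.05), 0 in both comparisons and 86 of the paper's listed genes, and camera called the Aux/IAA list in Dex versus mock (adjusted p = 0.0427). The deviations of same-numbered arrays had correlations of 0.057, 0.026 and 0.053 between Dex and mock and 0.253, 0.209 and 0.023 between Dex+Cyc and Cyc, so the numbers do not pair the samples, although each Dex+Cyc array correlated best with its own number, a hint from the data and not the design.

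Quantile normalization, median centring and all probe sets kept each count of calls within 1.5 times, and Cyc versus mock did so under every alternative. Of 1664 values of 105 named gene results under an alternative, 1314 kept their side of the threshold, 271 were no longer past it, 79 were newly past it and 0 changed direction; of 55 called gene results 10 were called under every alternative, and of 50 others 22 under at least 1. Dim signals limit what can be called: the replicate SD on the log2 scale was 0.71 in the second dimmest of 5 brightness groups, where 22 loci were called in Dex versus mock, and 0.23 in the middle group, where 89 were.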

Differences from the paper's values

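At the paper's thresholds its counts were larger than those found here from the MAS5 signals. The paper's 641 genes in Dex versus mock stand against 267, its 238 upregulated against 102 and its 403 downregulated against 165. Of the alternatives set before the data were examined, the variance trend with robust shrinkage (461, with 170 higher and 291 lower) and an adjusted p under 0.05 (552, with 205 higher and 347 lower), which is not the paper's threshold, came within 1.5 times of the paper's counts, and the others did not. For Dex+Cyc versus Cyc the paper's 457 genes stand against 24, its 154 upregulated against 3 and its 303 downregulated against 21, and no alternative came within 1.5 times of them. Of genes common to both treatments, the paper's 49 upregulated stand against 2 and its 140 downregulated against 12; 36 higher with the trend and 37 at an adjusted p under 0.05 came within 1.5 times of the first, and no alternative of the second.

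For *KAN2* the paper's log2 fold changes are -1.67 without and -1.04 with Cyc, against -1.37 and -0.84 here; only without Cyc replicate 1 did the second (-0.93) lie within 1 standard error, that of the fit here, of the paper's. For *ANAC083* the paper's values are -1.26 and -1.05, against -0.81 and -0.66, and for *AT1G51140* 1.71 and 1.75, against 1.17 and 1.11, under no alternative within 1 standard error. In all of these the direction was that of the paper. Both sets of values come from the same arrays, so the standard error serves only as a scale. It does not test the difference between the 2 normalizations.

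Of 33 measured genes that the paper names as responding in the presence of Cyc, 2 passed its thresholds here (*BHLH093* and *ASA1*). In limma 19 had an adjusted p and 30 an unadjusted p under 0.05, and 32 had all arrays of the groups apart. Of the genes that did not pass its thresholds, 12 passed under another setting: *CLV3*, *KNAT1*, *AT1G51140* and *PAP2* with log2(value + 32), without dim probe sets, with the trend, with array weights and at an adjusted p under 0.05 (*PAP2* also without Cyc replicate 2), *AtbZIP44* with these other than array weights, *AT5G65480*, *MEE59*, *AT3G06590*, *UFO* and *SUC1* without dim probe sets, with the trend and at an adjusted p under 0.05, *PAD3* with log2(value + 32), the trend and an adjusted p under 0.05, and *GL1* with the last 2. No setting called the other 19, among them *KAN1*, *KAN2*, *AS2*, *YAB3*, *BLH5*, *GRF6*, *CUC1*, *EMS1*, *ARR4* and *TAR2*. The paper's evidence is not the arrays alone: it also measured the genes of Fig. 2E and 2G by qRT-PCR with Cyc. It reports WUS binding at *KAN1*, *KAN2*, *AS2* and *YAB3* as well. The paper states that *ARR7* and *ARR15* are repressed in the presence of Cyc; their log2 fold changes here were -0.49 (adjusted p = 0.397) and -0.40 (adjusted p = 0.775), and no setting called either. Neither is in the paper's own list of genes downregulated with Cyc, nor is *DOF2.4*.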

Other observations

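The tests reported here were chosen before their results were seen, while the description of indole genes under Cyc and the list with members named by the study were chosen after.

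*CYP81F2*, *CYP71A13* and *PAD3*, enzyme genes of indole metabolism chosen after their values were seen, rose with Cyc. The mean signal of *CYP81F2* was 12.2 in mock, 4163 in Cyc and 1353 in Dex+Cyc, that of *CYP71A13* 8.10, 173 and 55.9, and that of *PAD3* 20.0, 354 and 79.2. Their log2 fold changes of Cyc versus mock were 9.27, 4.73 and 4.22, all past the thresholds but from dim mock signals that leave their sizes uncertain, and those of Dex+Cyc versus Cyc were -1.66, -1.70 and -2.22, none past them (adjusted p = 0.496, 0.318 and 0.0152, with the 3 Dex+Cyc arrays below the 3 Cyc arrays in each). Without Cyc the mean signals in Dex were 5.52, 7.50 and 25.1. The test of the difference between the Dex effects was not passed by any of them (adjusted p = 0.9, 0.718 and 0.166).

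The touch and stress list and the Aux/IAA list were not called for Dex. Their adjusted p from camera were 0.323 and 0.0658 without Cyc and 0.208 and 0.373 with it. Without Cyc the touch and stress list was called without Mock replicate 1 (adjusted p = 0.0378, range over the alternatives 0.0378 to 0.964). The Aux/IAA list was called without Cyc replicate 1 (0.0447), without dim probe sets (0.034) and with the replicate block, as given above. It was also called with the members named only by the study's own lists (0.0295, range over the alternatives 0.0295 to 0.108). At an adjusted p under 0.05 *IAA18* was lower without Cyc, with a log2 fold change of -0.69 (adjusted p = 0.0418; 2 members when adjusted over the list alone), and no touch member passed it in limma (1 at an unadjusted p under 0.05, none when adjusted over the list alone).

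All 641 genes of the paper's Dex lists could be tested here and had the paper's direction, as did 154 and 302 of its 154 upregulated and 303 downregulated genes with Cyc; the authors chose them on these arrays, so this is not independent evidence. Of the upregulated genes 82 and 2 and of the downregulated 140 and 19 passed, without and with Cyc, and none passed in the opposite direction. Why fewer pass was asked of the parts of the supplementary tables that were held. A larger replicate spread in MAS5 signals than in the paper's GCRMA values cannot be told apart from none, since the median ratio of SDs over 40 listed probe sets was 1.13 with quartiles of 0.788 and 1.71; over all 1230 held probe sets the median SD was larger, 0.280 against 0.159, but these are mostly genes outside the lists. Smaller fold changes are a candidate explanation: over 73 listed log2 fold changes, all of one sign with the paper's, the median ratio of the log2 fold change here to the paper's was 0.727 (quartiles 0.617 and 0.828), although these genes were chosen for their folds in the GCRMA values. The 2-fold threshold alone does not account for the genes that did not pass, since more listed genes reached 2-fold than passed. Without Cyc 154 upregulated and 268 downregulated genes reached it, and with Cyc 66 and 167. Those that reached it and did not pass missed the adjusted p. How many did so depended on the fit. Over both comparisons 243 listed genes passed, against 481 with a variance trend and robust shrinkage and 465 without the dimmest 40% of probe sets. Other settings gave fewer, such as 101 when limma tested for a change above 1.2-fold.

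The 6 arrays of each Dex comparison allow 10 splits, too few for a share under 0.05: 267 loci were called without Cyc, at most 3 in another split, and 24 with it, at most 0 in another (1 split of 10 as large in each, the real one). Over 100 splits of the Dex label, chance is not excluded for the 4 list calls in the Dex comparisons, where 5 splits gave as many, with 4 the highest other; each of these 5 keeps the real groups of at least 1 comparison, and splits that keep neither gave at most 2. For the 14 shared loci the splits decide nothing (1 split as large, at most 0 in another), since no other split of the Cyc arrays called a locus that could be shared. For the 243 called genes of the paper's lists they decide nothing either, since the authors chose these genes with the real groups (1 split as large; 222 in another, which exchanges Dex+Cyc and Cyc).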
